# Regulation of Oxalate Metabolism in Spinach Revealed by RNA-Seq-Based Transcriptomic Analysis

**DOI:** 10.3390/ijms22105294

**Published:** 2021-05-18

**Authors:** Vijay Joshi, Arianne Penalosa, Madhumita Joshi, Sierra Rodriguez

**Keywords:** oxalate, spinach, transcriptomics, isocitrate lyase

## Abstract

Although spinach (*Spinacia oleracea* L.) is considered to be one of the most nutrient-rich leafy vegetables, it is also a potent accumulator of anti-nutritional oxalate. Reducing oxalate content would increase the nutritional value of spinach by enhancing the dietary bioavailability of calcium and other minerals. This study aimed to investigate the proposed hypothesis that a complex network of genes associated with intrinsic metabolic and physiological processes regulates oxalate homeostasis in spinach. Transcriptomic (RNA-Seq) analysis of the leaf and root tissues of two spinach genotypes with contrasting oxalate phenotypes was performed under normal physiological conditions. A total of 2308 leaf- and 1686 root-specific differentially expressed genes (DEGs) were identified in the high-oxalate spinach genotype. Gene Ontology (GO) analysis of DEGs identified molecular functions associated with various enzymatic activities, while KEGG pathway analysis revealed enrichment of the metabolic and secondary metabolite pathways. The expression profiles of genes associated with distinct physiological processes suggested that the glyoxylate cycle, ascorbate degradation, and photorespiratory pathway may collectively regulate oxalate in spinach. The data support the idea that isocitrate lyase (*ICL*), ascorbate catabolism-related genes, and acyl-activating enzyme 3 (*AAE3*) all play roles in oxalate homeostasis in spinach. The findings from this study provide the foundation for novel insights into oxalate metabolism in spinach.

## 1. Introduction

The presence of oxalate is ubiquitous across the plant kingdom. Many plants belonging to the families *Chenopodiaceae*, *Amaranthaceae*, and *Polygonaceae* accumulate excessively high oxalate [1]. The functional significance of oxalate accumulation in plants can be attributed to several mechanisms, such as sequestering and regulating excess calcium [2,3,4,5,6,7], detoxifying heavy metals [8,9,10,11], protecting against insects [12,13] and diseases [14,15], and maintaining ionic balance [7]. Despite these multiple roles in plants, high oxalate levels in edible plant parts are a concern for human nutrition and health. Excess levels of oxalate in a regular diet significantly alter nutrient availability, as oxalate reacts with calcium and other minerals to form insoluble crystals, resulting in hyperoxaluria, a predominant risk factor for recurrent kidney stones [5,16,17]. Hence, in order to better understand its biological relevance in oxalogenic plants and manipulate its accumulation in edible plant parts, elucidating oxalate’s metabolic or gene regulatory mechanisms is essential.

Although spinach (*Spinacia oleracea* L.) is considered to be one of the most nutrient-rich leafy vegetables, it is also a potent accumulator of excessive amounts of anti-nutritional oxalate [18,19]. High consumption of spinach reduces calcium and magnesium absorption due to the formation of oxalate-bound insoluble complexes. Reducing the oxalic acid concentration would increase the nutritional value (by enhancing the dietary bioavailability of calcium and other minerals, ascorbates, and vitamins) and consumer acceptance (suppressing the bitter taste) of spinach. Strategies such as seasonal variations, genotypic differences, and modified agronomic techniques—such as nitrogen fertilizer management—have been proposed for the management the oxalate content of vegetables. Several studies have demonstrated increased oxalate accumulation with increasing amounts of available NO_3_^−^ in spinach [20,21,22] and rice [23]. Furthermore, manipulation of nitrogen forms or the ratio of NO_3_ to NH_4_ [24,25,26,27], along with seasonal and genetic effects [18], can also alter oxalate accumulation in spinach. Conflicting reports suggest both increases [28] and decreases [29] in oxalate concentrations with plant age in spinach. In general, oxalate content in spinach stems and petioles was lower than in leaves [26,30,31]. A study showing minimal correlation of oxalates with the leaf type (flat or savoy) and leaf weight of plants suggested the feasibility of the genetic improvement of spinach for oxalate reduction using high-yielding spinach varieties [19]. The presence of significant genetic variation in the amount of oxalic acid was first reported in a small population of 39 spinach breeding lines, hybrids, and F2 populations [32]. Demonstration of a converse relationship in fast-growing spinach cultivars that accumulated low oxalates but high nitrates, and vice versa, in a study comprising 182 open-pollinated and F1 hybrid cultivars and breeding lines [33], suggests the possibility of developing fast-growing cultivars as a breeding strategy to reduce oxalate accumulation. Although no specific genes were identified, an ethyl methanesulfonate (EMS)-mediated mutant in spinach [34] and ion-beam-mutagenized rice [35] accumulating lower oxalate levels suggests the possibility of the genetic improvement of spinach for oxalate reduction. Identification of SNP markers associated with high oxalate [36] in spinach has allowed accelerating efforts to breed spinach varieties with low oxalic acid content. Despite the wide range in oxalate concentrations observed among the genotypes, no major QTLs with significant impacts on oxalate concentration were identified, confirming the complexity of oxalate as a trait possibly regulated by several minor genes.

Oxalate biosynthesis in plants is complex, possibly involving five critical substrates—isocitrate, glycolate, glyoxylate, oxaloacetate, and ascorbate. Despite widespread occurrence across the plant kingdom, it remains unknown which specific pathways or genes directly or indirectly contribute to oxalate accumulation. Although oxalate production through photorespiratory glycolate/glyoxylate oxidation has been demonstrated [4,5,37,38,39], contradictory findings suggest the occurrence of glycolate-independent oxalate synthesis in plants [4,5,40]. The growing quantity of evidence using canonical and non-canonical pathways also implicates the role of ascorbates in oxalate synthesis [5,41,42,43,44,45,46,47]. Despite being naturally rich in oxalate, few efforts have been made to explore the precise contributions of these individual pathways to oxalate metabolism, expression of associated genes, or tissue specificities in spinach under normal physiological conditions. The only study performed on spinach, using a subset of putative genes involved in oxalate metabolism [31], suggested the roles of glycolate oxidases (*GLO/GXO*) and oxaloacetate acetyl hydrolases (*OXAC*) in oxalate synthesis. However, this study does not provide a detailed overview of global gene expression in the context of associated processes—such as photorespiration, or the glyoxylate cycle—or competing pathways sharing various substrates involved in the biosynthesis or catabolism of oxalate in spinach. We examined the global transcriptomic differences under normal physiological conditions in two spinach cultivars with contrasting oxalate phenotypes. For this study, we selected a pre-characterized high oxalate spinach accession, PI 175311 from the USDA germplasm repository [19] and a low oxalate heirloom spinach variety, ‘Bloomsdale’. The study was designed to test the hypothesis that a complex network of genes associated with intrinsic metabolic and physiological processes regulates the homeostasis of the endogenous oxalate in the spinach genotypes. The study identified differentially expressed transcripts in the leaf and root tissues of high-oxalate PI 175311. We have discussed the differential expression of the genes in the context of the known metabolic pathways associated with oxalate metabolism in plants. Our results provide a global view of the regulatory molecular mechanisms associated with oxalate accumulation in spinach. Additionally, the findings of this study could aid in mining genes regulating oxalate metabolism and engineering crops with reduced levels of oxalates.

## 2. Results

### 2.1. Validation of Contrasting Oxalate Contents in Spinach Genotypes

Little is known about how inherently high levels of oxalate could impact other physiological processes, or the plant’s nutrient status. Hence, a phenotypic characterization preceded the sampling of tissues for RNA-Seq analysis. The oxalate concentrations expressed in fresh and dry weight bases of the leaf laminae and roots of both of the genotypes showed significant differences (Table 1). PI 175311 accumulated 44% and 48% higher oxalate content in its leaves than Bloomsdale on a fresh and dry weight basis, respectively, validating the contrasting oxalate phenotypes. The oxalate content in roots was also 29% higher in PI 175311 than in Bloomsdale. The exchangeable cations (calcium, Ca; magnesium, Mg; and potassium, K) and total Kjeldahl nitrogen (TKN) content were significantly higher in the leaf laminae of PI 175311 (Table S1; Supplementary Materials). The gas exchange parameters in the leaves of 6-week-old spinach plants of both genotypes showed no apparent differences in the net photosynthetic rate, stomatal conductance, or transpiration rate, implying uncompromised photosynthetic performance (Table S2; Supplementary Materials).

### 2.2. Transcriptome Sequencing, Assembly and Quality Assessment

A total of 12 independent cDNA libraries—three each from the leaf laminae (XS1L1, XS1L2, and XS1L3 for PI 175311; XBDL1, XDL2, and XDL3 for Bloomsdale) and roots (XS1R1, XS1R2, and XS1R3 for PI 175311; XBDR1, XBDR2, and XBDR3 for Bloomsdale)—were subjected to the Illumina HiSeq platform. 

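RNA was sequenced from leaf laminae and roots of 6-week-old plants of PI 175311, the high-oxalate accession, and Bloomsdale, the low-oxalate cultivar, with 3 libraries for each genotype and tissue. The paper states that the plants were fertilized with nitrogen-free Hoagland's solution, while the sample labels give 200 ppm of nitrogen for all 12 libraries. The deposited values were FPKM (fragments scaled to gene length and library total) of 25495 genes, of which 1907 were at 0 in every library. According to the paper, filtered reads were aligned to the SpinachBase genome with TopHat (v2.0.12) on a Bowtie (v2.2.3) index and counted by gene with HTSeq (v0.6.1), and the authors tested the counts with DESeq (1.18.0). The submitters' processing notes name fastp, HISAT2 (2.1.0), featureCounts and DESeq2 instead, and neither account names the genome build. The FPKM values held enough digits to solve for whole numbers of fragments behind them, taking the smallest solution for each gene. All 21554 genes above 0 in at least 6 libraries had such a solution at a tolerance of 1e-04 fragments plus 2e-08 of the number of fragments, against 0 of 2000 genes after the library totals had been altered. Genes above 0 in fewer libraries were outside this check, and their fragments may be understated. The recovered library totals ranged from 18451262 to 25245734 fragments. For the comparisons reported here, log2(FPKM + 0.1) was compared between PI 175311 and Bloomsdale within each tissue with limma, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. The test covered genes with at least 1 FPKM in at least 3 of the 6 libraries of the tissue, 16764 in leaf and 18197 in root. The deposited values were not scaled further between libraries, and log2 fold changes are PI 175311 minus Bloomsdale. In values simulated from these means and spreads, the leaf test recovered 8.96% of genes changed by 1 on the log2 scale, 44.8% of those changed by 2 and 80.3% of those changed by 3, and the root test recovered 11.9%, 62.7% and 65.2%. Only 67, 67 and 66 genes of each tissue were changed by 1, 2 and 3. False calls made up 4.30% of the calls in leaf and 7% in root. The simulated genes varied independently around a mean common to both genotypes, with no shift between libraries. The shares of false calls therefore do not measure those among the real calls. The adjustment loosens as more genes change, so the shares recovered do not measure how many real changes were found.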

The raw reads were deposited in the Sequence Read Archive at the GeneBank database SRA ID: SRP252185 (Gene Expression Omnibus GSE146711). On average, 62.7 and 59.3 million raw reads were generated for leaf and root tissues, respectively, for PI 175311, while 56.8 and 59.4 million reads were generated for leaf and roots tissues, respectively, for Bloomsdale (Table S3; Supplementary Materials). 

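The recovered fragment totals averaged 23093642 ± 2016209 (SD, n = 3) in PI 175311 leaves, with a range of 21248523 to 25245734 and a median of 22786669. In Bloomsdale leaves they averaged 22479912 ± 1800922 (SD, n = 3), with a range of 20437334 to 23839177 and a median of 23163225. PI 175311 roots had 21878892 ± 3201728 (SD, n = 3), from 18451262 to 24792530 with a median of 22392883. Bloomsdale roots had 22949743 ± 1452391 (SD, n = 3), from 21872016 to 24601403 with a median of 22375809. The fragments recovered over all genes summed to at least 99.9% of these totals in every library, so the totals count fragments assigned to genes. The FPKM values use these totals and not the raw read numbers of the paper.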

On average, the Q20 and Q30 percentages across all reads were more than 98% and 95%, respectively (the sequencing error rate was less than 0.02%). Over 87% of reads were mapped to the reference genome (Table S4, Supplementary Materials) available at SpinachBase (http://www.spinachbase.org; accessed on 13 April 2019). On average, 86% of reads were uniquely mapped, while 4% were multi-mapped (Table S4) to the reference genome for both tissue types and genotypes. The high Pearson’s correlation among biological replicates (Figure S1; Supplementary Materials) confirmed the RNA-Seq data’s reliability. 

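Across genes, Pearson's r of log2(FPKM + 1) was 0.966 to 0.974 among the 3 PI 175311 leaf libraries and 0.958 to 0.985 among the 3 Bloomsdale leaf libraries. Among the root libraries it was 0.938 to 0.954 in PI 175311 and 0.973 to 0.989 in Bloomsdale. Leaf libraries of different genotypes had an r of 0.890 to 0.942, and root libraries of different genotypes 0.900 to 0.936. Leaf and root libraries had an r of 0.664 to 0.770. In leaf, the lowest r within a genotype was thus higher than the highest r between the genotypes, and the same held in root by a narrow margin, the PI 175311 roots being the most variable group. Genes are not independent replicates, and no p-value was computed for these correlations. No replicate library was a copy of another, since the spread of fragments between replicates was 32.1 to 279 times that of counting noise.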

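In leaf, 16056 ± 297 genes (SD, n = 3) had at least 1 FPKM in PI 175311 and 16430 ± 286 (SD, n = 3) in Bloomsdale (2-sided exact permutation test, p = 0.30). In root, 17354 ± 30.9 genes (SD, n = 3) reached this level in PI 175311 and 17978 ± 51.3 (SD, n = 3) in Bloomsdale (exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). The median of log2(FPKM + 1) in leaf was 2.11 ± 0.14 in PI 175311 and 2.25 ± 0.16 in Bloomsdale (exact permutation test, p = 0.50). In root it was 2.57 ± 0.02 in PI 175311 and 2.81 ± 0.03 in Bloomsdale, and the 3 PI 175311 roots lay below the 3 Bloomsdale roots (exact permutation test, p = 0.10). The 10 most abundant genes held 32.8 ± 2.86% of total FPKM in PI 175311 leaves and 21.2 ± 3.57% in Bloomsdale leaves (exact permutation test, p = 0.10), and in roots 13.0 ± 3.63% and 9.70 ± 2.22% (exact permutation test, p = 0.30). The 100 most abundant genes held 59.8 ± 3.70% in PI 175311 leaves and 51.0 ± 5.64% in Bloomsdale leaves (exact permutation test, p = 0.20), and 35.3 ± 7.41% in PI 175311 roots and 22.8 ± 1.28% in Bloomsdale roots (exact permutation test, p = 0.10). These were among 16 such comparisons, and the Benjamini-Hochberg adjusted value of each p of 0.10 was 0.20. No comparison could pass 0.05 with 3 libraries in each group.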

The gene expression levels among leaf and root tissues between the genotypes were comparable (Figure S2; Supplementary Materials). The results overall suggest high quality and coverage, providing a foundation for further analyses.

### 2.3. Analysis of Differentially Expressed Genes (DEGs) in Contrasting Oxalate Genotypes

The DEG analysis of leaf and root tissues identified 2308 and 1686 differentially expressed genes in the leaf and root tissues, respectively, of PI 175311 (Figure 1). 

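In leaf, 1698 genes differed between PI 175311 and Bloomsdale at an adjusted p under 0.05, and in root 2299 genes did. The files used here do not pair these gene IDs with names or positions. The largest called increases in PI 175311 leaves were those of Spo17240, with a log2 fold change of 12.52 (standard error 0.62, adjusted p = 1.04e-04 from limma with the Benjamini-Hochberg method), and Spo22863, with 9.43. In leaf the largest called decreases were those of Spo26219, which had 0 fragments in the 3 PI 175311 leaves and 114 ± 12.7 FPKM (SD, n = 3) in Bloomsdale, and Spo20868. In root Spo18952 and Spo19632 had the largest called increases, with log2 fold changes of 9.83 and 9.16. Spo15506 and Spo16727 had the largest called decreases in root, both with 0 fragments in PI 175311, and stood at 125 ± 22.3 and 58.3 ± 6.00 FPKM (SD, n = 3) in Bloomsdale. Fold changes of genes near 0 in a genotype depend on the 0.1 FPKM added before the logarithm. In leaf, 79 genes had at least 1 FPKM in all 3 PI 175311 libraries and under 0.05 in all 3 Bloomsdale libraries, and 76 genes had the opposite pattern, while the other 9 splits of these libraries gave at most 6 such genes. In root the numbers were 53 and 55, with at most 1 gene in the other splits, and 32 and 22 genes met the rule in both tissues. With at least 5 FPKM in place of 1, 54 genes met the rule in leaf, 37 in root and 12 in both. The groups did not overlap for any of the called genes, which also held for 5573 of 16764 genes in leaf and 7476 of 18197 in root, where chance gives 10%. Leaving out 1 library changed the number of calls. Such fits are smaller and still ask for at least 1 FPKM in 3 libraries. Genes on only in the genotype that lost a library then drop out, with 16306 genes tested in leaf without PI 175311 replicate 1. The number of calls in leaf was 745 without PI 175311 replicate 1, 791 without PI 175311 replicate 3, 643 without Bloomsdale replicate 1 and 790 without Bloomsdale replicate 3. In root it was 933 without PI 175311 replicate 1, and 154, 139 and 747 without Bloomsdale replicates 1, 2 and 3, while a filter on a mean of at least 5 FPKM left 988 calls in leaf, and median-of-ratios scaling, quantile normalization and limma-voom on the recovered fragments, the last chosen after the values were seen, gave 1446, 1503 and 1460 calls in root.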

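Of the genes that differed in leaf, 678 were higher and 1020 lower in PI 175311, so that 39.9% were higher. The median size of their log2 fold changes was 2.15. Among the 20 genes that the paper names by ID in its text or Figure 7, 13 passed the filter in leaf, 7 of these were higher in PI 175311 and none was lower, against 4 higher without PI 175311 replicate 1 or 3 or without Bloomsdale replicate 1. Adjusted over the list alone, 9 were higher and 1 was lower. On balance the 20 genes were higher in PI 175311 leaves (limma's fry, which tests whether a set moves on balance one way, Benjamini-Hochberg adjusted p = 0.0303 over the 12 such tests of sets in leaf and root), but the study chose most of them on these libraries, so this is not independent evidence of their direction. Over all tested genes, the median log2 fold change was -0.12 in the values as deposited, and the balance of higher and lower calls depended on the scaling of the libraries. Median-of-ratios scaling, which brought this median to 0.00063, gave 969 higher and 845 lower genes (53.4% higher), quantile normalization gave 1026 and 866 (54.2% higher), and limma-voom, chosen after the values were seen, gave 986 and 889. Without PI 175311 replicates 1 and 3 there were 161 and 237 higher calls, against 584 and 554 lower ones. Without Bloomsdale replicates 1, 2 and 3 the balance turned, with 403, 996 and 479 higher calls against 240, 581 and 311 lower ones. Each such fit tests fewer of the genes on only in the genotype that lost a library. Lower calls numbered 1692 with all 12 libraries in one fit (32.9% higher), and a mean of at least 5 FPKM left 402 higher and 586 lower genes.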

The numbers of upregulated (1126) and downregulated (1182) genes were comparable in the leaf tissue (Tables S5 and S6; Supplementary Materials). On the other hand, in the root tissue, 616 transcripts were upregulated, while 1070 were downregulated (Tables S7 and S8; Supplementary Materials). 

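In root, 534 genes were higher and 1765 lower in PI 175311 (23.2% higher), with a median size of 1.60 on the log2 scale. This test did not pair the roots by replicate number. With the number as a block, 610 genes were higher and 2058 lower, and 1846 of the 2299 calls were kept. Of the 20 genes that the paper names by ID, 15 passed the filter in root. Ascorbate peroxidase (APX, Spo08328) was higher and Spo10913, for which the paper's text gives no function, was lower in PI 175311, and 1 gene was left without PI 175311 replicate 1 or 2 or without Bloomsdale replicate 1 or 2. With replicate number as a block 4 were called, Spo19759 and Spo08792 in addition, and with all 12 libraries in one fit 4 were called, Spo19759 and Spo21624 in addition. Adjusted over the list alone, 2 genes were higher and 2 lower, and the set did not move on balance one way (limma's fry, Benjamini-Hochberg adjusted p = 0.719), while its mixed test, which asks for change in either direction and can rest on a single member, passed (adjusted p = 3.29e-04). As in leaf, the study chose most of these genes on the same libraries. The median log2 fold change of all tested genes was -0.23. With median-of-ratios scaling, whose median was 0.0086, 687 genes were higher and 759 lower (47.5% higher), and with quantile normalization 735 were higher and 768 lower (48.9% higher). Without PI 175311 replicate 1 there were 122 higher and 811 lower genes, without Bloomsdale replicate 1 100 and 54, without Bloomsdale replicate 2 97 and 42, and without Bloomsdale replicate 3 325 and 422.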

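Of 15641 genes tested in both tissues, 162 were higher in PI 175311 in leaf and in root, where independent lists would share 14.4, and 279 were lower in both, where independent lists would share 69.7. Opposite calls were fewer than independent lists would give, with 12 genes higher in leaf and lower in root against 41.9, and 3 genes lower in leaf and higher in root against 24.0. Across genes, Fisher's exact test gave Benjamini-Hochberg adjusted values of 4.38e-131, 2.04e-101, 3.49e-08 and 9.05e-08 for these 4 overlaps, and genes are not independent replicates. The leaf calls that were not called in root were 504 higher and 738 lower genes, and the root calls that were not called in leaf were 369 higher and 1474 lower genes. A gene called in one tissue is not thereby shown to differ between the tissues. The log2 fold changes in leaf and root had a Pearson's r of 0.640 and a Spearman's rho of 0.437 across genes, and 67.0% of genes had the same sign in both tissues. The shared higher genes numbered 18, 55 and 31 without PI 175311 replicates 1, 2 and 3, and 58, 56 and 103 without Bloomsdale replicates 1, 2 and 3. The shared lower genes numbered 176 without PI 175311 replicate 3, and 5, 5 and 19 without Bloomsdale replicates 1, 2 and 3, and they numbered 148 with median-of-ratios scaling, 157 with quantile normalization and 564 with all 12 libraries in one fit. The genes higher in leaf and lower in root numbered 3 and 7 without PI 175311 replicates 1 and 3, 0, 0 and 3 without Bloomsdale replicates 1, 2 and 3, and 34 with all 12 libraries in one fit, and those lower in leaf and higher in root 1, 18 and 1 without PI 175311 replicates 1, 2 and 3, 0 without each Bloomsdale replicate, and 20 with replicate number as a block. The genes called higher in leaf and not in root numbered 140 and 199 without PI 175311 replicates 1 and 3 and 940 without Bloomsdale replicate 2, and those lower numbered 396, 1113 and 377 without PI 175311 replicates 1, 2 and 3 and 235 and 292 without Bloomsdale replicates 1 and 3. The genes called in root and not in leaf fell to 103 higher and 621 lower without PI 175311 replicate 1, and to 42 and 49, 41 and 37, and 222 and 400 without Bloomsdale replicates 1, 2 and 3, while median-of-ratios scaling gave 600 lower genes and quantile normalization 599.

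**Figure D1:**
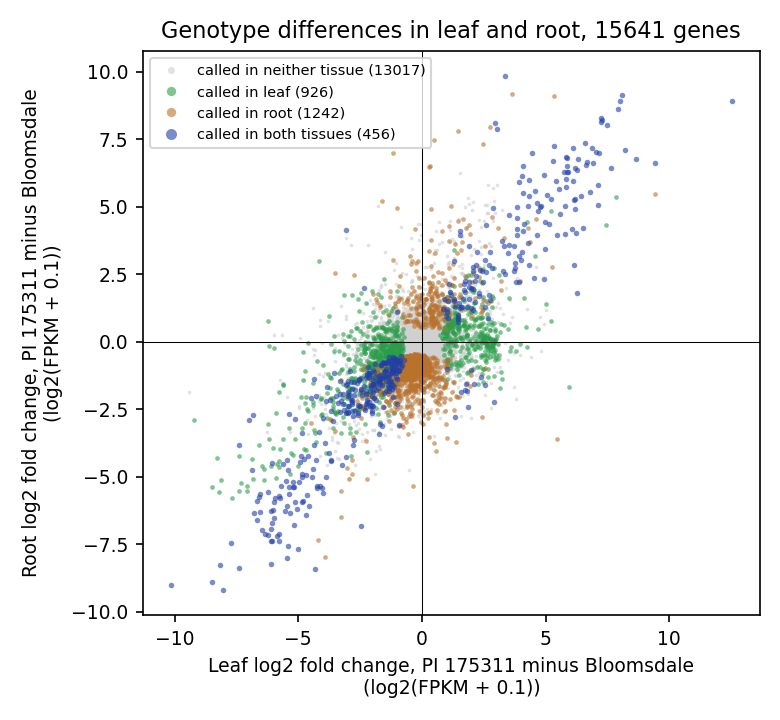
Log2 fold change between PI 175311 and Bloomsdale in leaf (x axis) and root (y axis) for the 15641 genes tested in both tissues, 1 point per gene, coloured by the tissues in which the gene was called. The 456 genes called in both tissues lie mostly in the lower left and upper right corners, where the sign is shared.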

As presented in the Venn diagram (Figure 2), 861 and 360 DEGs expressed in leaf and root tissues, respectively, were uniquely upregulated; meanwhile, 905 and 784 unique DEGs were downregulated in leaf and root tissues, respectively. Using the PlantTFDB database (http://planttfdb.gao-lab.org/; accessed on 15 April 2020), we identified 63 and 33 potential transcription factors (TFs) upregulated in leaf and root tissues, respectively (Figure S3; Supplementary Materials), while 77 and 72 TFs were downregulated in leaf and root tissues, respectively. Ten unique TFs were up- and downregulated in both leaf and root tissues. TFs from the MADS family [48] were prominent in leaf tissues, while bLBH members led in root tissues (Figure S4; Supplementary Materials).

### 2.4. Functional Annotation and Classification of Transcriptome

The DEGs were characterized by using the Gene Ontology (GO) knowledgebase (http://geneontology.org/; accessed on 13 April 2020) to differentiate cellular, molecular, and biological functions between the two genotypes. GO enrichment bar charts show the top 30 enriched functions for up- and downregulated DEGs in the leaf (Figure 3) and root (Figure 4) tissues of PI 175311. The molecular functions (MF) included pectinesterase activity (GO:0030599), various enzymatic activities (GO:0003824, GO:0016788, GO:0016787, GO:0052689, and GO:0004553), and antiporter activity (GO:0015297); among the biological processes (BP) related to cell wall organization, structure, modification (GO:0042545, GO:0071555, GO:0045229, and GO:0071554), and membrane transport (GO:0055085, GO:0044765, and GO:1902578), along with cell wall and related external encapsulating structures (GO:0030312, GO:0005618, and GO:0005578) among cellular components (CC) were enriched in the upregulated unigenes in leaf tissues (GO with corrected *p*-value < 0.05 was significantly enriched in DEGs). On the other hand, only the biological processes related to fatty acid metabolism (GO:0006633, GO:0006631), monocarboxylic acid biosynthesis (GO:0072330), and protein phosphorylation (GO:0006468) were enriched among the downregulated DEGs in leaf tissues. Although none of the GO terms were enriched explicitly in the DEGs upregulated in root tissues, biological processes related to response to stress (GO:0006950), oxidative stress, and the oxidation–reduction process (GO:0006979, GO:0055114), as well as several molecular functions associated with oxidoreductase activities (GO:0016491, GO:0016684), peroxidase activity (GO:0004601), and heme- (GO:0020037) and tetrapyrrole (GO:0046906)-binding functions, were enriched in the downregulated DEGs in root tissues.

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database was used to determine the significantly enriched pathways for DEGs in this study. The KEGG enrichment analyses showing the top 20 enriched pathways in up- and downregulated DEGs in leaf and root tissues are shown in Figure 5 and Figure 6, respectively. The enriched pathways represented most plant metabolic pathways for compounds involved in biosynthesis, catabolism, utilization, assimilation, detoxification, and generation of precursor metabolites (Table S9), indicating their role in the regulation of oxalate metabolism in spinach. Pathways such as “metabolic pathways” and “biosynthesis of secondary metabolites” were enriched in both up- and downregulated DEGs in the leaf and root tissues of PI 175311, suggesting their involvement in regulating oxalate metabolism. The pathways related to “starch and sucrose metabolism” involved in the synthesis of D-glucose, the primary substrate for ascorbate synthesis [49], and “ABC transporters” were also enriched in upregulated DEGs in leaf tissues, while “pentose and glucuronate interconversions” involved in ascorbate synthesis were enriched in upregulated DEGs of both leaf and root tissues. The role of the galacturonate pathway in contributing to the ascorbate pool has been validated in plants [50,51,52].

### 2.5. Enrichment Analysis of Transcription Factors (TFs)

We performed TF enrichment analysis using PlantRegMap [48] in order to understand the possible regulatory mechanisms of oxalate metabolism in spinach. TFs possessing significantly overrepresented targets in the DEGs of both of the genotypes were identified. TF enrichment analysis identified 102 and 85 TFs possessing significantly overrepresented targets in the up- and downregulated DEGs, respectively, in the leaf tissues (Table S10; Supplementary Materials), and 47 and 72 TFs in the up- and downregulated DEGs, respectively, in the root tissues (Table S11; Supplementary Materials). The 625 upregulated and 958 downregulated putative target genes in leaf tissues had associated GO annotation, and were enriched for 70 and 71 GO terms, respectively, spread across several biological processes (Table S12; Supplementary Materials). Similarly, 320 upregulated and 627 downregulated putative target genes in root tissues had associated GO annotation, and were enriched for 71 and 147 GO terms, respectively, spread across several biological processes (Table S13; Supplementary Materials). Among the total TFome, the families of enriched TFs showing predicted interactions with the upregulated DEGs were overrepresented by the NAC and bZIP families, while for downregulated genes, MYB and TCP were prominent. For root tissues, TFs belonging to the Dof and WRKY families were overrepresented for up- and downregulated genes, respectively.

### 2.6. Quantitative Real-Time PCR Validation of DEGs from RNA-Seq

To validate the RNA-seq results, we selected 13 DEGs to confirm their expression patterns using quantitative real-time PCR. The fold changes of the selected genes using RT-qPCR were consistent (Figure 7) with the results obtained via RNA-Seq analysis (R^2^ = 0.90 for leaf and R^2^ = 0.97, for root), indicating the reproducibility and reliability of the RNA-seq data (Figure S5; Supplementary Materials).

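On the RNA-Seq side of Figure 7, 5 of the genes are named by ID without a function in the text. In leaf, 3 of these 5 passed the filter, 2 rose in PI 175311 and none fell, with the same 2 adjusted over the list alone, and the set leaned higher without passing (limma's fry, Benjamini-Hochberg adjusted p = 0.0716 over 12 tests, a family chosen after the values were seen, and 0.0239 unadjusted) and passed the mixed test (adjusted p = 0.0222), which a single member can carry. Spo03956 stood at 41.1 ± 13.1 FPKM (SD, n = 3) in PI 175311 leaves and 5.40 ± 2.84 (SD, n = 3) in Bloomsdale leaves. This is a log2 fold change of 3.02 (standard error 0.48, adjusted p = 0.0099 from limma with the Benjamini-Hochberg method). Spo20411 stood at 3.28 ± 0.762 and 0.779 ± 0.504 FPKM in the same leaves, with a log2 fold change of 2.14 (standard error 0.56, adjusted p = 0.0476). In root, 4 of the 5 passed the filter and Spo10913 fell, from 62.4 ± 18.1 FPKM in Bloomsdale to 11.3 ± 0.753 in PI 175311 (SD, n = 3), a log2 fold change of -2.42 (standard error 0.23, limma's Benjamini-Hochberg adjusted p = 0.00363). Spo08792 in root stood at 6.39 ± 3.28 FPKM in PI 175311 and 1.66 ± 0.650 in Bloomsdale (log2 fold change 1.83, limma's Benjamini-Hochberg adjusted p = 0.0513), and adjusted over the list alone it was the only member higher in root, with Spo10913 the only one lower. In root the set did not move on balance one way (limma's fry, Benjamini-Hochberg adjusted p = 0.191), its median log2 fold change being 0.016 and its mean -0.22, and it passed the mixed test (adjusted p = 1.52e-04). The study chose these genes on the same libraries, so their directions are not independent evidence. The leaf call of Spo03956 was lost with all 12 libraries in one fit (limma, Benjamini-Hochberg adjusted p = 0.0533, range over the alternatives 0.00503 to 0.0533). Spo20411 lost its leaf call without any 1 of 5 libraries, with adjusted p-values of 0.140, 0.0771 and 0.100 without PI 175311 replicates 1, 2 and 3 and 0.0982 and 0.0677 without Bloomsdale replicates 1 and 2, as well as without the filter and with 0.01 added (limma, Benjamini-Hochberg, range 0.0133 to 0.140), while Spo08792 passed in root with both scalings, in the fit with replicate number as a block (adjusted p = 0.0305) and without PI 175311 replicate 3 (adjusted p = 0.0410; range 0.0305 to 0.161).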

## 3. Discussion

Oxalic acid, an ubiquitous dibasic acid in plants, is actively involved in several processes regulating abiotic metal stress, ion balance, and insect defense. Oxalic acid is a reducing agent, and its conjugate base chelates many divalent cations—such as Ca, Mg, zinc (Zn), manganese (Mn), and iron (Fe)—forming oxalate. Ca oxalate is the primary form found in spinach [32]. Among the micronutrients, there were significant increases in Ca, Mg, and K in high-oxalate PI 175311 (Table S1; Supplementary Materials), consistent with the significance of oxalate in calcium regulation and ion balance [38]. The role of oxalate in sequestering excess Ca^2+^ by storing large amounts in vacuoles in the form of Ca oxalate crystals—thereby prohibiting increases in Ca^2+^ levels in other compartments and maintaining the concentration gradient between the organelles—has been proposed [5,53]. The higher total nitrogen level in PI 175311 is consistent with a previous report [27] showing higher nitrate accumulation, along with high oxalate levels.

The RNA-Seq data analysis identified a set of up- and downregulated DEGs in both sets of tissues, which improved our understanding of the underlying molecular mechanisms associated with contrasting oxalate phenotypes. No significant changes in the photosynthetic performance in both genotypes were consistent, with the results showing no such changes in rice plants accumulating different oxalate levels [54]. Although no previous studies have identified coordinated transcriptional regulation of the genes associated with oxalate metabolism in plants, the subset of TFs identified in this study could help identify target genes for the manipulation of oxalate content in spinach or other plant species. Although analysis of the expression patterns of photorespiratory genes using a bioinformatic approach suggested strong co-expression, and conserved cis-elements in their 5′ upstream regions [55], this does not necessarily suggest co-regulation by common TFs. Several studies have identified transcription factors that conditionally regulate individual genes associated with intrinsic processes such as photorespiration, the glyoxylate cycle, or ascorbate metabolism. For example, the transcription of rice *ICL* is regulated by *WRKY71* during salt-stress-induced senescence or ABA treatment [56].

Several pathways for oxalate production through the cleavage of isocitrate, hydrolysis of oxaloacetate, oxidation of glycolate/glyoxylate, and cleavage of ascorbic acid have been proposed in plants [28]. However, a clear picture confirming the significance of these pathways in oxalate metabolism in spinach has not yet emerged. The validation of the contrasting oxalate phenotype established a framework for the understanding of the molecular regulation of oxalate metabolism under normal physiological conditions in spinach. Here, the relative contribution of genes associated with pathways involved in oxalate synthesis or catabolism is discussed based on the differential gene expression profiles of plants with contrasting oxalate phenotypes.

### 3.1. Oxalate Biosynthesis

#### 3.1.1. Cleavage of Isocitrate

In plants, glycolate and glyoxylate, which serve as precursors for oxalate synthesis, are produced through photorespiratory and photorespiration-independent metabolic reactions. An alternate route to photorespiration that compensates for glyoxylate formation via anaplerotic reactions has been validated in rice [39]. Glyoxylate is also produced by isocitrate via isocitrate lyase (ICL), a key enzyme involved in the glyoxylate cycle. The forms of the ICL enzyme in the germinating oil-storing seeds are different from those in green leaves, where it interconverts glyoxylate, succinate, and isocitrate [57]. 

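ICL (Spo13898), which splits isocitrate into glyoxylate and succinate, was close to the limit of detection in leaves. It stood at 0.576 ± 0.329 FPKM (SD, n = 3) in PI 175311 leaves and at 0.00656 ± 0.0114 FPKM (SD, n = 3) in Bloomsdale leaves. These values rest on 88 fragments over the 3 PI 175311 leaves and 1 fragment over the 3 Bloomsdale leaves. The ratio of fragments, relative to the library totals, was 85.7, with an exact 95% interval of 15.0 to 3421. This interval and those given for other genes, like the floors of 3 fragments used for genes at 0, cover counting error only. ICL did not pass the filter in leaf and was therefore not among the genes tested there. Without the filter, its log2 fold change was 2.56 (standard error 0.45, limma's Benjamini-Hochberg adjusted p = 0.0141, range over both alternatives that tested it 0.00664 to 0.0141). The 0.1 FPKM added before the logarithm exceeds the Bloomsdale value, and the log2 fold change was 0.63 with 1 added and 5.20 with 0.01 added, while the log2 ratio of the mean FPKM, computed after the values were seen, was 6.46.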

The RNA-seq analysis revealed a six-fold (Log_2_) upregulation in the expression of *ICL* (Spo13898) in the high-oxalate-accumulating leaves of PI 175311 (Figure 7; Table S5). The role of *ICL* in oxalate synthesis has been demonstrated in tobacco [58] and *Rumex obtusifolius* [59]. Consistent with our results, overexpression of *ICL* in rice led to increased oxalate synthesis [39] and upregulation of *ICL* and malate synthase (*MLS*) in the absence of functional glycolate oxidation [60]. Furthermore, the concurrent upregulation of genes (Table S5) involved in fatty acid oxidation—such as fatty acid beta-oxidation multifunctional protein (MFP2; Spo21149); acyl-coenzyme A oxidase (Spo01759); and 3-hydroxy acyl-CoA dehydrogenase (Spo21149), required to generate acetyl-CoA for the glyoxylate cycle—are consistent with increased *ICL* expression in PI 175311. It has been demonstrated that oxalate accumulation positively correlates with increasing amounts of nitrogen, especially NO_3_, in spinach [20,21,22,24,25,26,27]. 

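MFP2 (Spo21149), a multifunctional enzyme of fatty acid beta-oxidation, rose in PI 175311 leaves. It stood at 59.0 ± 14.9 FPKM (SD, n = 3) against 24.8 ± 5.48 FPKM (SD, n = 3) in Bloomsdale leaves, a log2 fold change of 1.24 (standard error 0.26, limma's Benjamini-Hochberg adjusted p = 0.0231). The paper gives the same ID for the 3-hydroxy acyl-CoA dehydrogenase, so both names share these values. The acyl-coenzyme A oxidase Spo01759, which catalyses the opening step of beta-oxidation, stood at 55.0 ± 18.2 FPKM in PI 175311 leaves and 25.4 ± 12.4 FPKM in Bloomsdale leaves (SD, n = 3). Its log2 fold change of 1.17 (standard error 0.40) did not pass the test over all genes (limma, Benjamini-Hochberg adjusted p = 0.113). Of the 3 genes of the glyoxylate cycle and beta-oxidation, ICL included, 2 passed the filter in leaf, 1 of them rose and none fell, and 2 rose when adjusted over the list alone. The 3 genes together were higher on balance in PI 175311 leaves (limma's fry, Benjamini-Hochberg adjusted p = 0.0324), but the study chose them on these libraries, so this is not independent evidence. The call of MFP2 was lost without PI 175311 replicate 1 or 3 and without Bloomsdale replicate 1 or 3, with Benjamini-Hochberg adjusted p-values from limma of 0.0915, 0.0838, 0.106 and 0.0691 (range over all alternatives 0.00855 to 0.106). Without Bloomsdale replicate 2, Spo01759 passed with a log2 fold change of 1.53 (limma, Benjamini-Hochberg adjusted p = 0.0464, range 0.0464 to 0.295).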

Previously, we analyzed transcriptomic responses in leaf and root tissues in response to nitrogen perturbation in spinach [61]. Consistent with the upregulation of *ICL* in PI 175311 in this study, high NO_3_ treatment also resulted in the upregulation of *ICL* in leaf (3.3-fold log_2_ scale) and root tissues (1.45 fold Log_2_ scale). Taken together, ICL seems to play a pivotal role in oxalate biosynthesis in spinach.

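In roots, ICL stood at 5.90 ± 0.951 FPKM (SD, n = 3) in PI 175311 and 13.2 ± 6.57 FPKM (SD, n = 3) in Bloomsdale. The root log2 fold change of -1.01 (standard error 0.44) did not pass the test (limma, Benjamini-Hochberg adjusted p = 0.171). ICL was thus lower in leaf than in root, by a log2 difference of -5.03 averaged over the genotypes (standard error 0.33, Benjamini-Hochberg adjusted p = 1.49e-07 from limma over all 12 libraries). The genotype difference itself differed between the tissues, being larger in leaf by 3.56 on the log2 scale (standard error 0.66, limma's Benjamini-Hochberg adjusted p = 0.0241 for the interaction of genotype and tissue). This interaction did not pass with 1 FPKM added (adjusted p = 0.0934), nor in the fit with each genotype and replicate number as a block (adjusted p = 0.0746; limma, Benjamini-Hochberg, range over the alternatives 0.0146 to 0.0937). It also missed the threshold without PI 175311 leaf replicates 1 or 3 (0.0543 and 0.0545), without Bloomsdale leaf replicates 1 or 3 (0.0654 and 0.0505) and without Bloomsdale root replicate 2 (0.0937). The paper proposes a central part for ICL in making oxalate in spinach. Its grounds are the higher ICL expression in PI 175311 leaves (Figure 7, with RT-qPCR and RNA-Seq) and the concurrent change in fatty acid oxidation genes. It also cites its earlier nitrate experiment and published work on ICL in tobacco, Rumex obtusifolius and rice. In rice, it states, overexpression of ICL raised oxalate synthesis.

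**Figure D2:**
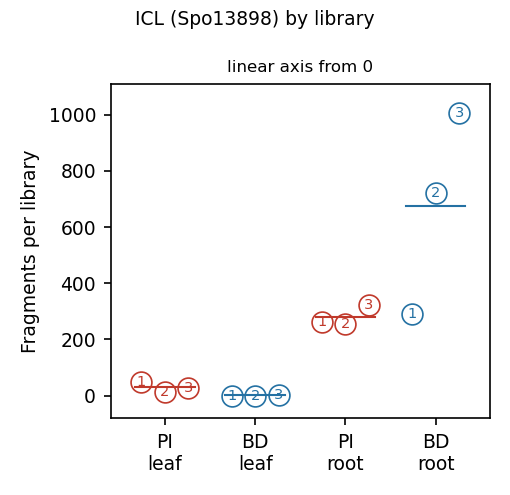
Fragments of ICL (Spo13898) in each library (y axis, linear) by genotype and tissue, with circles numbered by replicate and horizontal lines at the group means. The 3 PI 175311 leaves hold 47, 14 and 27 fragments and the 3 Bloomsdale leaves 0, 0 and 1, below every root library.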

#### 3.1.2. Hydrolysis of Oxaloacetate

The ICL form present in green leaves interconverts glyoxylate, succinate, and isocitrate [53,57], as well as the formation of oxaloacetate, which could serve as a precursor for oxalate synthesis. The conversion of oxaloacetate to oxalate is catalyzed by oxaloacetate acetylhydrolase, or oxaloacetase (OAH/OXAC, EC 3.7.1.1), in *Ascomycota* fungi [62]. However, in the absence of detailed kinetic studies, the functional significance of *OXAC* genes to oxalate metabolism in plants remains to be confirmed. Nevertheless, such activity has been reported only once in the crude preparations of beetroot and spinach almost five decades ago [63]. In contrast with the previous report [31], our RNA-Seq data did not show induced expression of any of the three putative *OXAC* genes in high-oxalate PI 175311. However, upregulation of putative oxaloacetate acetylhydrolase (*OXAC2*, Spo21624) in PI 175311 roots (Table S7) can in part explain its tissue-specific activity and high oxalate accumulation. 

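OXAC2 (Spo21624), the putative oxaloacetate acetylhydrolase that would release oxalate from oxaloacetate, stood at 8.35 ± 1.92 FPKM (SD, n = 3) in PI 175311 roots and 2.72 ± 2.94 FPKM (SD, n = 3) in Bloomsdale roots. The log2 fold change of 2.07 (standard error 0.71) did not pass the test (limma, Benjamini-Hochberg adjusted p = 0.101). The Bloomsdale roots were unequal, with 0.946, 1.09 and 6.11 FPKM. In leaf, OXAC2 stood at 140 ± 72.6 FPKM in PI 175311 and 101 ± 27.1 FPKM in Bloomsdale (SD, n = 3), a log2 fold change of 0.37 (standard error 0.39, limma's Benjamini-Hochberg adjusted p = 0.592). It was higher in leaf than in root by a log2 difference of 4.79 (standard error 0.43, limma over all 12 libraries, Benjamini-Hochberg adjusted p = 2.11e-06). The genotype difference was not shown to differ between the tissues (log2 difference -1.70, standard error 0.86, limma's Benjamini-Hochberg adjusted p = 0.358). OXAC2 passed in root with all 12 libraries in one fit (adjusted p = 0.0436) and without Bloomsdale replicate 3, where its log2 fold change was 2.89 (limma, Benjamini-Hochberg adjusted p = 0.0178, range over the alternatives 0.0178 to 0.292). In leaf its fold change turned to -0.020 without PI 175311 replicate 2.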

Given the increased accumulation of oxalate in response to NO_3_, our previous study showing upregulation of *OXAC2* in the spinach leaf tissue in response to high nitrogen level [61] suggests the possible role of OXAC-mediated oxalate biosynthesis via oxalacetate only under specific conditions. A concomitant increase in most organic acid intermediates (malate, citrate, 2-oxoglutarate, and succinate) along with oxalates in the TCA (tricarboxylic acid) cycle in response to high nitrates further substantiated the role of oxaloacetate in oxalate synthesis in spinach [64]. On the other hand, non-overlapping upregulation of different isoforms (*OXAC1* and *OXAC3*) in response to NO_3_ [31] may also indicate differential tissue specificities and genotypic differences.

#### 3.1.3. Oxidation of Glycolate/Glyoxylate

No significant differences in the photosynthetic rate or other gas analyzer measurements between high-oxalate PI 175311 and Bloomsdale were observed (Table S2), possibly implying the minimal contribution of photorespiratory intermediates to oxalate synthesis. Glycolate oxidase (GLO/GOX) catalyzes the conversion of photorespiratory glycolate to glyoxylate, and glyoxylate to oxalate, by utilizing its side reaction [53]. Unlike the previous report [31] that showed increased expression of putative *GLO* genes in the leaf tissues of high-oxalate lines, RNA-Seq analysis did not show differential expression of any of the five spinach *GLO* genes, suggesting the presence of alternative routes of glyoxylate synthesis. Conditions that altered photorespiration, such as high light intensity and high CO_2_ [39], or mutation in *GLO* [44], did not change oxalate levels, further confirming the occurrence of photorespiration-independent oxalate synthesis. Increased expression of *ICL* in PI 175311 in this study suggests that in the absence of photorespiration, the glyoxylate cycle provides anaplerotic reactions to compensate for glyoxylate formation. Nevertheless, GLO side reactions can still participate in oxalate synthesis by catalyzing excess glyoxylate. 

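The mitochondrial alanine–glyoxylate aminotransferase Spo12360, which converts glyoxylate to glycine, was weakly expressed in leaves and rose in PI 175311. It stood at 2.02 ± 0.254 FPKM (SD, n = 3) in PI 175311 leaves and 0.380 ± 0.343 FPKM (SD, n = 3) in Bloomsdale leaves, or 292 and 51 fragments over the 3 libraries. The log2 fold change was 2.37 (standard error 0.56, limma's Benjamini-Hochberg adjusted p = 0.0337). Roots held more of it, with 32.5 ± 10.4 FPKM in PI 175311 and 32.3 ± 5.41 FPKM in Bloomsdale (SD, n = 3). Leaf was lower than root by a log2 difference of -5.10 (standard error 0.29, limma over all 12 libraries, Benjamini-Hochberg adjusted p = 5.10e-08). The root log2 fold change was -0.026 (standard error 0.26, limma's Benjamini-Hochberg adjusted p = 0.957), and its sign turned with median-of-ratios scaling (0.21), quantile normalization (0.19) and without 1 of several libraries. The test of a difference between the tissues gave 2.39 (standard error 0.59, limma's Benjamini-Hochberg adjusted p = 0.0631). The leaf call was lost with 0.01 FPKM added (adjusted p = 0.0524), without Bloomsdale replicate 1 (0.126) and without Bloomsdale replicate 3 (0.0969; limma, Benjamini-Hochberg, range over the alternatives 0.00530 to 0.126), and the gene fell below the filter without any 1 of the PI 175311 replicates and with a mean of at least 5 FPKM required.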

The expression of another photorespiratory-cycle-related putative mitochondrial alanine–glyoxylate aminotransferase (Spo12360) involved in the detoxification of glyoxylate was upregulated in PI 175311 leaves (Table S5). Toxic effects of excess glyoxylate on inhibiting RuBP regeneration have been demonstrated in spinach chloroplasts [65]. Although the glyoxylate and glycolate shuttling across the organs is tightly regulated during photorespiration in plants, it has been suggested that the excess glyoxylate leaking out from peroxisomes can be rescued by glyoxylate reductase (*GLY/GR*) by reducing it to glycolate [66,67]. In PI 175311, strong upregulation of three glyoxylate/succinic semialdehyde reductase-like genes (Spo04579, Spo00830, and Spo26769) was observed (Table S5), of which the former two are truncated proteins, while the latter shared over 64% homology with Arabidopsis GLY1. 

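The 3 glyoxylate reductase-like genes were detected in PI 175311 leaves 1 and 3 and were at 0 fragments in PI 175311 leaf 2 and in all 3 Bloomsdale leaves. Spo04579 had 137 fragments over the PI 175311 leaves (8.68 ± 8.25 FPKM, SD, n = 3), 44.5 times the floor of 3 fragments over the Bloomsdale leaves, relative to the library totals. Spo00830 had 41 fragments (1.4 ± 1.33 FPKM), 13.3 times that floor, and Spo26769 had 54 fragments (0.906 ± 0.889 FPKM), 17.5 times that floor. The exact 95% lower bounds of these ratios, which also count the error of the PI 175311 fragments, were 35.7, 10.3 and 13.8. In roots, Spo04579 and Spo00830 had 182 and 82 fragments in PI 175311 and 0 in Bloomsdale, 63.6 and 28.7 times a floor of 3 fragments, with exact 95% lower bounds of 51.2 and 22.8. Spo26769 had 91 fragments in PI 175311 roots and 1 in Bloomsdale roots, a ratio of 95.5 (exact 95% interval 16.7 to 3811). In PI 175311 root 3 the genes had 0, 0 and 2 fragments. None of them passed the filter, which asks for at least 1 FPKM in 3 libraries. Without the filter they did not pass in leaf (limma, Benjamini-Hochberg adjusted p of 0.145, 0.155 and 0.161) or in root (0.166, 0.179 and 0.107), although the unadjusted values were under 0.05 for all 3 in leaf and for Spo04579 and Spo26769 in root, with a spread within PI 175311 close to the mean. Over the alternatives that tested them, the adjusted p-values ranged from 0.145 to 0.220 in leaf and from 0.0852 to 0.261 in root (limma, Benjamini-Hochberg). Of the 4 genes of glyoxylate transamination and reduction, the aminotransferase included, 1 passed the filter in each tissue. It rose in leaf, over all genes and adjusted over the list alone, and not in root, while the 4 genes together leaned higher without passing in leaf and in root (limma's fry, Benjamini-Hochberg adjusted p = 0.0738 in both, against unadjusted values of 0.0369 and 0.0315, with the 12 tests to adjust over chosen after the values were seen), and the study chose them on these libraries, so this is not independent evidence.

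**Figure D3:**
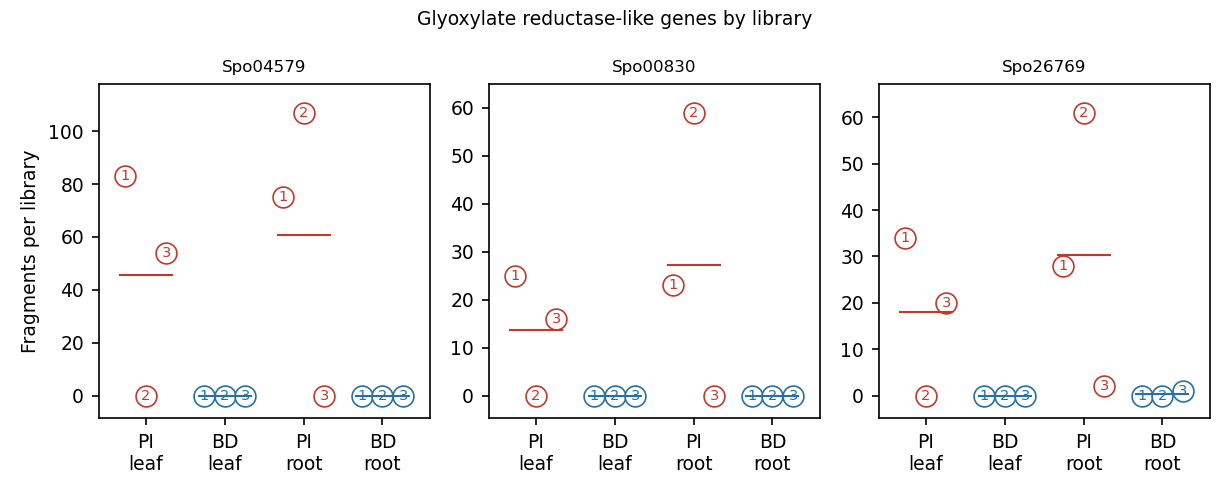
Fragments of 3 glyoxylate reductase-like genes in each library (y axes, linear) by genotype and tissue, with circles numbered by replicate and horizontal lines at the group means. In PI 175311, leaf 2 has 0 fragments of every gene and root 3 has at most 2, while the Bloomsdale libraries hold at most 1.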

The presence of specific activities of NADPH-dependent GLY isoforms in the cytosol and chloroplasts have been characterized in spinach [68] and Arabidopsis [69,70]. As GLYRs are expected to play a role in the detoxification of glyoxylate pools, it is not well understood how their specificities and localization could impact oxalate synthesis in plants. Although there is not enough evidence to support the production of glycolate or glyoxylate via Rubisco or the glyoxylate cycle in spinach roots, the expression of *GLO* genes in spinach roots, as in Arabidopsis [71], suggests the possibility of localized synthesis using transported substrates. Long-distance translocation of oxalate from source to sink has been suggested in rice [72].

#### 3.1.4. Oxidative Cleavage of Ascorbic Acid

The oxidative degradation of ascorbate involves cleavage of the C_2_–C_3_ bond of L-ascorbic acid to L-threonate, which is converted to oxalate. Several studies have demonstrated oxalate synthesis via ascorbate degradation [5,73,74,75], although the enzymes responsible for this pathway have not been functionally characterized in plants. RNA-seq analysis identified strong upregulation (3.5-fold log_2_) of the most abundant (based on FRKM) ascorbate peroxidase (*APX*; Spo08328), as well as two highly expressed ascorbate oxidases (*AO*; Spo12052 and Spo12053), suggesting increased degradation of ascorbates in PI 175311 (Table S5). 

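All 3 genes of ascorbate oxidation rose in PI 175311 leaves, also when adjusted over the list alone, and the set was higher on balance (limma's fry, Benjamini-Hochberg adjusted p = 0.00556). The study chose these genes on the same libraries, so this is not independent evidence. APX (Spo08328), which reduces hydrogen peroxide with ascorbate, stood at 2861 ± 1330 FPKM (SD, n = 3) in PI 175311 leaves and 264 ± 108 FPKM (SD, n = 3) in Bloomsdale leaves. Its leaf log2 fold change was 3.37 (standard error 0.47, limma's Benjamini-Hochberg adjusted p = 0.0044). The ascorbate oxidase Spo12052 rose from 7.74 ± 4.26 to 52.2 ± 12.9 FPKM (SD, n = 3), a log2 fold change of 2.87 (standard error 0.45, limma's Benjamini-Hochberg adjusted p = 0.00856). Spo12053 rose from 12.3 ± 6.10 to 76.5 ± 18.0 FPKM (SD, n = 3), a log2 fold change of 2.74 (standard error 0.43, adjusted p = 0.00847), and as the IDs of both ascorbate oxidases are adjacent, they may share reads. In roots, APX rose from 252 ± 159 to 1302 ± 628 FPKM (SD, n = 3), a log2 fold change of 2.50 (standard error 0.59, limma's Benjamini-Hochberg adjusted p = 0.0456). The ascorbate oxidases had root log2 fold changes of -0.23 and -0.21 (limma, Benjamini-Hochberg adjusted p of 0.907 and 0.926), and their signs turned with quantile normalization (0.22 and 0.16). Their root means ran the other way, with 5.34 ± 7.46 and 9.20 ± 13.3 FPKM in PI 175311 and 3.08 ± 1.32 and 4.60 ± 2.19 FPKM in Bloomsdale (SD, n = 3) and log2 ratios of these means, computed after the values were seen, of 0.79 and 1.00, as PI 175311 root 1 held 13.9 and 24.6 FPKM and the other PI 175311 roots at most 2.20. In root 1 of the 3 genes rose, also when adjusted over the list alone, and the set did not move on balance (limma's fry, Benjamini-Hochberg adjusted p = 0.388), with a mean log2 fold change of 0.69 and a median of -0.21. The leaf calls of both ascorbate oxidases were lost with all 12 libraries in one fit (limma, Benjamini-Hochberg adjusted p of 0.0544 and 0.0830, ranges 0.00274 to 0.0544 and 0.00216 to 0.0830). The root call of APX was lost without the filter (0.0512), with median-of-ratios scaling (0.0514), quantile normalization (0.0584), limma's eBayes with neither trend nor robust option (0.0522) and limma-voom chosen after the values were seen (0.0547), and without each PI 175311 replicate (0.0839, 0.0682 and 0.0825) and each Bloomsdale replicate (0.138, 0.146 and 0.0547; Benjamini-Hochberg adjusted p, range 0.0173 to 0.146).

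**Figure D4:**
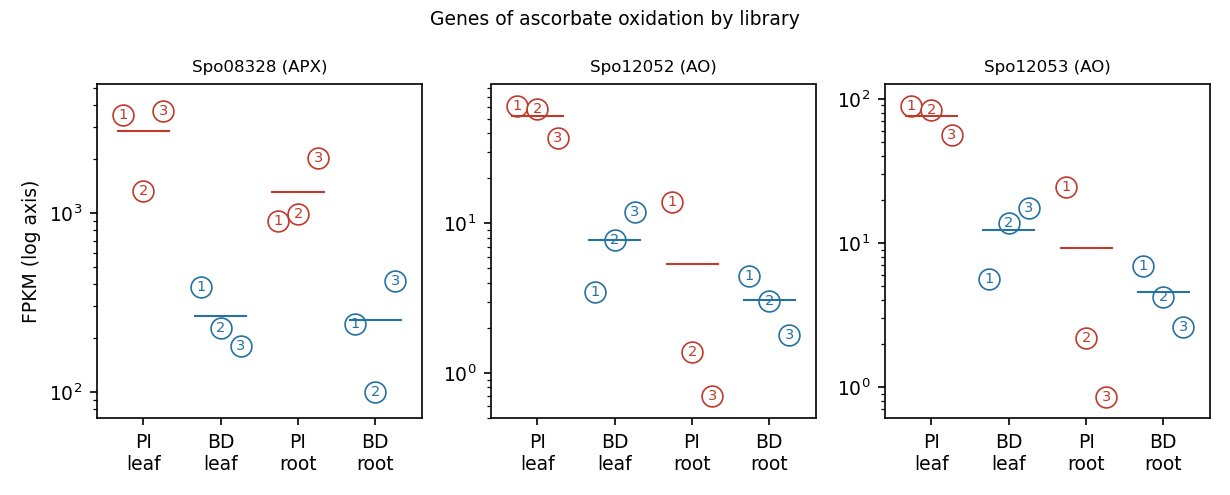
FPKM of APX (Spo08328) and 2 ascorbate oxidases (Spo12052 and Spo12053) in each library (y axes, logarithmic) by genotype and tissue, with circles numbered by replicate and horizontal lines at the arithmetic means. The 3 PI 175311 leaves lie above the 3 Bloomsdale leaves for every gene, and PI 175311 root 1 stands above the other PI 175311 roots for the ascorbate oxidases.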

In plants, both APX and AO enzymes are involved in oxidizing ascorbates to produce dehydroascorbic acid (DHA), converted to oxalate via a series of enzymatic and non-enzymatic reactions [76]. Production of oxalate, threonic acid, and oxalyl-L-threonates as end products of ascorbate degradation has been demonstrated in tomatoes [75]. The synthesis of oxalate from ascorbate was validated long ago in spinach seedlings using radiolabeled precursors [77]. A recent study that monitored the fate of ascorbate degradation during the postharvest handling of spinach leaves using radiolabeled [^14^C] ascorbate provides direct evidence of oxalate synthesis through ascorbate [78].

### 3.2. Oxalate Degradation

Oxalate catabolism in plants proceeds via three routes: CoA-dependent decarboxylation, oxalate-oxidase-mediated oxidation, and oxalate acetylation. [79,80]. Oxalate decarboxylase (OXDC) activity catabolizing oxalate to formate and CO_2_ has not been demonstrated in plants, although heterologous overexpression of fungal *OXDC* reduced the accumulation of oxalate in tomato fruits [81]. The previously reported [31] putative *OXDC* (*Spo06441, Spo19759,* and *Spo25084*)-like genes in spinach share poor homology with known fungal *OXDC* genes, suggesting the need for the functional validation of spinach enzymes in order to ascertain the significance of OXDC in oxalate degradation. The absence of any significant changes in the expression of these genes in the current study suggests a subordinate role of decarboxylation in oxalate catabolism. 

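Of the 3 OXDC-like genes, Spo06441 was barely expressed, with 0.217 ± 0.040 FPKM in PI 175311 leaves and 0.219 ± 0.065 FPKM in Bloomsdale leaves (SD, n = 3), or 23 and 22 fragments over the 3 libraries, and did not pass the filter. Spo19759 stood at 103 ± 18.9 FPKM in PI 175311 leaves and 125 ± 27.7 FPKM in Bloomsdale leaves (SD, n = 3), a log2 fold change of -0.27 (standard error 0.25, limma's Benjamini-Hochberg adjusted p = 0.528). Spo25084 stood at 49.8 ± 14.5 and 76.3 ± 11.0 FPKM in the same leaves, a log2 fold change of -0.65 (standard error 0.25, adjusted p = 0.144 over all genes and 0.0431 over the list alone). In roots, Spo19759 stood at 19.4 ± 4.01 FPKM in PI 175311 and 42.5 ± 12.9 FPKM in Bloomsdale (SD, n = 3). Its root log2 fold change of -1.09 (standard error 0.29) did not pass over all genes (limma, Benjamini-Hochberg adjusted p = 0.0591) and passed over the list alone (0.0342). Spo25084 had a root log2 fold change of 0.16 (standard error 0.16, limma's Benjamini-Hochberg adjusted p = 0.523). At an unadjusted p under 0.05, Spo25084 was called in leaf and Spo19759 in root, and limma-voom on the recovered fragments, chosen after the values were seen, called neither. The root difference of Spo19759 passed in the fit with replicate number as a block (adjusted p = 0.0208), with all 12 libraries in one fit (0.0241) and without Bloomsdale replicate 3 (log2 fold change -1.38, 0.0429; limma, Benjamini-Hochberg, range over the alternatives 0.0208 to 0.215).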

Manipulation of plant oxalate content through the activation of oxalate catabolic genes has been suggested [79,82]. Germin-like oxalate oxidase (GXO) activity that converts oxalate to CO_2_ and H_2_O_2_ has been detected in monocots [83,84], but not in dicots [85,86]. Despite the relatively high expression of putative GXO/OXO-like genes reported in spinach leaf tissues [31], the corresponding enzyme activities have not been detected in spinach [87]. The RNA-Seq analysis did not show any change in the expression of the *OXO* genes in the leaf. The expression of putative *OXO2* in PI 175311 root tissues showed a trend for downregulation, although this was not statistically significant (q-value = 0.10), suggesting the role of *OXO* in regulating oxalate accumulation in roots by suppressing its catabolism. Previously, two oxalate-oxidase-like germins (165 and 172) with possible roles in nitrate stress have been reported in spinach roots [88]. The acetylation pathway is mediated by four enzymes: oxalyl-CoA synthase, oxalyl-CoA decarboxylase, formyl-CoA hydrolase, and formate dehydrogenase. The first enzyme in this pathway—acyl-activating enzyme 3 (*AAE3*)—involved in oxalate acetylation, has been characterized in Arabidopsis [79] and other plants [82,89]. Consistent with previous studies [31], our qPCR analysis also showed a significant upregulation (*p*-value < 0.05) of spinach *AAE3* (Spo04424) in PI 175311 leaf and root tissues (Figure 7), and a trend for upregulation in the RNA-Seq data (q-value = 0.07) (Table S2). 

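AAE3 (Spo04424), which activates oxalate to oxalyl-CoA, stood at 101 ± 22.4 FPKM (SD, n = 3) in PI 175311 leaves and 59.8 ± 20.3 FPKM (SD, n = 3) in Bloomsdale leaves. The leaf log2 fold change of 0.79 (standard error 0.31) did not pass over all genes (limma, Benjamini-Hochberg adjusted p = 0.141), and it passed when adjusted over the list alone (0.0431). In roots AAE3 stood at 109 ± 26.0 FPKM in PI 175311 and 66.4 ± 5.20 FPKM in Bloomsdale (SD, n = 3), a log2 fold change of 0.69 (standard error 0.22, limma's Benjamini-Hochberg adjusted p = 0.0823 over all genes and 0.0527 over the list alone). Of the 4 genes of oxalate degradation, AAE3 and the OXDC-like genes, 3 passed the filter in each tissue and none was called over all genes. Adjusted over the list alone, 1 was higher and 1 lower in leaf, and 1 was lower in root. The study chose most of the list on these libraries, so this is not independent evidence. The 4 genes did not move on balance one way in leaf or in root (limma's fry, Benjamini-Hochberg adjusted p = 0.719 in both), while in root the mixed test gave an adjusted p = 0.00704. At an unadjusted p under 0.05, AAE3 was called in both tissues. In root AAE3 passed with median-of-ratios scaling (adjusted p = 0.0441), quantile normalization (0.0374), limma-voom chosen after the values were seen (0.0406) and without PI 175311 replicate 3 (log2 fold change 0.90, 0.0285; Benjamini-Hochberg, range over the alternatives 0.0285 to 0.250).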

Recent studies characterizing downstream enzymes involved in the degradation of oxalyl-CoA support the importance of the acetylation pathway in oxalate regulation in plants [90,91]. The induction of *AAE3* in roots to avoid the harmful effects of oxalate in response to aluminum stress [92] is consistent with its higher expression in PI 175311, suggesting its role in oxalate homeostasis.

## 4. Conclusions

The current study demonstrated that the transcriptomic analysis of spinach tissues with contrasting oxalate phenotypes, under normal physiological conditions, indicates a complex network of genes associated with intrinsic metabolic and physiological processes that regulate oxalate homeostasis in spinach. The RNA-Seq analysis identified a total of 2308 leaf-specific and 1686 root-specific DEGs, suggesting several molecular mechanisms that define the high-oxalate genotype. GO analysis of DEGs identified molecular functions associated with various enzymatic activities and biological processes associated with transport across membranes in the upregulated genes, along with fatty-acid-metabolism-related processes in the downregulated DEGs in leaf tissues. KEGG pathway analysis revealed enrichment of the metabolic and secondary metabolite pathways. The expression profiles of genes associated with distinct physiological processes suggest that the glyoxylate cycle, ascorbate catabolism, and photorespiratory pathway may collectively regulate oxalate in spinach. The data indicate a pivotal role of isocitrate lyase in oxalate synthesis in spinach. Alternative pathways through ascorbate or oxaloacetate degradation, utilizing photorespiratory intermediates, may also contribute to maintaining steady levels of oxalate under certain conditions. The findings from this study provide the foundation for novel insights into the broad-spectrum oxalate metabolism in plants.

## 5. Materials and Methods

### 5.1. Plant Growth and Estimation of Oxalates in Spinach

The spinach plants were grown in an environmentally controlled growth chamber at the Texas A&M AgriLife Research and Extension Center, Uvalde, TX, USA. The seeds of spinach accession PI 175311 (the North Central Regional Plant Introduction Station, USDA-ARS, Iowa State University, Ames, IA, USA) and the Bloomsdale variety were grown inside a controlled growth chamber in plastic containers containing Turface^®^-based growing medium under 200 μmol·m^−2^·s^−1^ light intensity (12 h each light and dark periods) at 23 °C and 60–70% relative humidity. The plants were fertilized using N-free Hoagland’s nutrient solution (No. 2 Basal Salt Mixture HOP03-1LT, Caisson Labs, Smithfield, UT, USA). The leaf and root samples collected from 6-week-old plants were frozen in liquid nitrogen and stored at −80 °C until subsequent analyses. Three independent plants were used for metabolich analysis, total RNA extractions, and physiological and biochemical analysis.

### 5.2. Estimation of Photosynthesis, Minerals, and Quantification of Free Amino Acids

The leaf photosynthetic rate (Pn), transpiration rate (Tr), stomatal conductance (Cs), and intercellular CO_2_ concentration were measured using a LICOR-6400XT Portable Photosynthesis System (Lincoln, NE, USA), from the fully expanded leaves of 6-week-old plants. The chlorophyll content was measured using a portable chlorophyll meter (SPAD-502, Konica Minolta, Tokyo, Japan). The plant samples were analyzed for total N (TKN), NO_3_^−^, and NH_4_^+^ using a Rusing EasyChem Plus analyzer (Chinchilla Scientific, Oak Brook, IL, USA). The amino acid analysis was performed using a Waters^TM^ Acquity H-class UPLC system coupled with a Waters^TM^ Xevo TQs MS–MS mass spectrometer with an electrospray ionization (ESI) probe following a pre-established protocol [93]. Data integration and quantitation were carried out using Waters’ TargetLynx ™ software. The statistical program JMP Pro 14 (SAS Institute, Cary, NC, USA) was used for statistical analysis.

### 5.3. Oxalic Acid Estimation

Oxalate content was then determined using an oxalate kit (KA4532; Abnova, Taipei, Taiwan). Approximately 15 mg of leaf tissue was homogenized in liquid nitrogen using a paint shaker and then extracted using ice-cold assay buffer, as per the manufacturer’s protocol. Using this method, in the presence of the “oxalate convert” and “oxalate enzyme mix”, oxalate forms an intermediate that reacts with a particular probe to generate color at 450 nm. Oxalate standards were prepared in a 96-well flat-bottom microplate in order to establish a standard curve (0–10 nmol). The amount of oxalate in the sample wells was determined using a multi-well spectrophotometer (Multiskan GO microplate spectrophotometer, Thermo Scientific, Waltham, MA, USA) and comparing absorbance to the standard oxalate curve. The oxalate concentration in spinach leaves was calculated as mg/100 g of fresh weight for each sample.

### 5.4. RNA-Seq Analysis of Spinach Leaves and Roots

Twelve independent libraries were created using total RNA samples from three replicates of leaf and root tissues from PI 175311 and Bloomsdale. The samples were flash-frozen in liquid nitrogen and ground to a fine powder using 3-mm-diameter steel balls (Abbott Ball, West Hartford, CT, USA) in a paint shaker (Harbil, Wheeling, IL, USA). Total RNA was extracted using an RNeasy^®^ Plant Mini Kit (QIAGEN Sciences, Germantown, MD, USA), as per the manufacturer’s protocol. The purity of the RNA was confirmed using the NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA). The RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) was used to assess RNA integrity and quantitation. Sequencing libraries were generated using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA), following the manufacturer’s protocol. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a PE Cluster Kit cBot-HS (Illumina), according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina Hiseq platform, and 150 bp paired-end reads were generated. Raw reads of fastq format were processed in order to obtain clean reads by removing the adapter, reads containing poly N (reads when uncertain nucleotides constitute more than 10 percent of either read; N > 10%), and low-quality reads (reads when low-quality nucleotides (base quality less than 20) constitute more than 50% of the read. The Q score (Quality value) of over 50% bases of these read is ≤5) from the raw data. At the same time, the Q20, Q30, and GC content of the clean data were calculated. Spinach reference genome and gene model annotation files were downloaded from SpinachBase (http://spinachbase.org/, accessed on 13 April 2019). The index of the reference genome was built using Bowtie v2.2.3, and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12. HTSeq v0.6.1 was used to count the reads mapped to each gene. The FPKM [94] of each gene was calculated based on the length of the gene and the number of reads mapped to the gene. Differential expression analysis of the genes was performed using the DESeq R package (1.18.0) [95]. Genes with a q-value (padj) (*p*-value after normalization) < 0.05 found by DESeq were considered to be differentially expressed. Gene Ontology (GO) [96] enrichment analysis of differentially expressed genes was implemented using the GOseq R package, with which gene length bias was corrected. GO terms with *p*-values of less than 0.05 were considered to be significantly enriched by DEGs. KOBAS software in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database [97] was used to test the statistical enrichment of differential expression genes. The online tool Venny v.2.0.2 [98] was used to show the distribution of differentially expressed genes using Venn diagrams. The RNA-Seq dataset is accessible through the GEO Omnibus (https://www.ncbi.nlm.nih.gov/geo, accessed on 10 May 2021) database (Series GSE146711). The transcription factor (TF) enrichment analysis and the interaction between TFs and their target genes was evaluated using PlantRegMap [48], and the number of TFs with significantly overrepresented target number genes was retrieved (*p*-value < 0.01; Fisher’s exact test).

### 5.5. Validation by Quantitative Real-Time PCR

The expression patterns of 13 selected DEGs, based on their significance in RNA-Seq analysis, were examined using quantitative real-time PCR (RT-qPCR) in both tissue types. The gene-specific primers based on the selected unigene sequences (Table S14; Supplemental Materials) were designed using Primer Premier 3.0 software. Total RNA was extracted using an RNeasy^®^ Plant Mini Kit (QIAGEN Sciences, Germantown, MD, USA), as per the manufacturer’s protocol, followed by treatment with DNase1 (QIAGEN Sciences, Germantown, MD, USA), and was then subjected to reverse transcription using iScript RT Supermix (Bio-Rad Laboratories, Inc, Hercules, CA, USA). The quality and quantity of the RNA were examined using a Denovix DS-11+ spectrophotometer (Wilmington, DE, USA). Gene expression analysis via reverse transcription-qPCR was performed using a BioRad CFX96 qPCR instrument and an SsoAdv Univer SYBR GRN Master Kit (Bio-Rad Laboratories, Inc, Hercules, CA, USA). The spinach 18S rRNA was used as internal control, and the relative expression levels (Cq values) of each gene were normalized by taking an average of three biological replicates. The relative expression levels of each gene were calculated using the 2−ΔΔCt method [99].

## Figures and Tables

**Figure 1:**
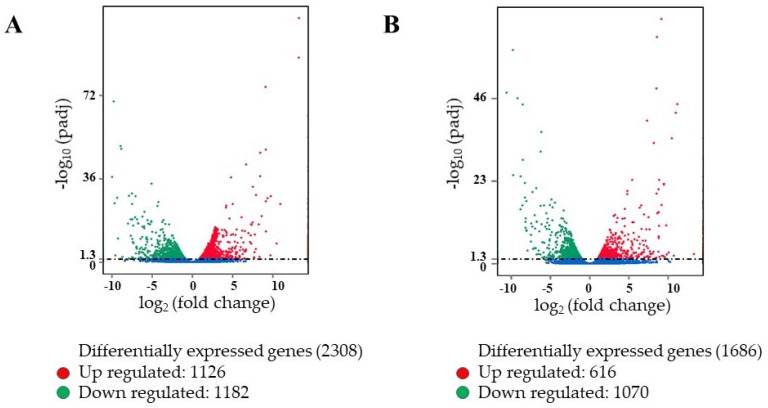
The volcano maps showing the number of differentially expressed genes in PI 175311 vs. Bloomsdale leaf (**A**) and root (**B**) tissues. Red dots represent upregulated genes, and green dots represent downregu-lated genes (*p* < 0.05). The *x*-axis shows the fold change of genes between different samples (padj < 0.05), and the *y*-axis coordinate indicates the statistically significant degree of changes in gene expression levels at −log10(padj *p*-value).

**Figure 2:**
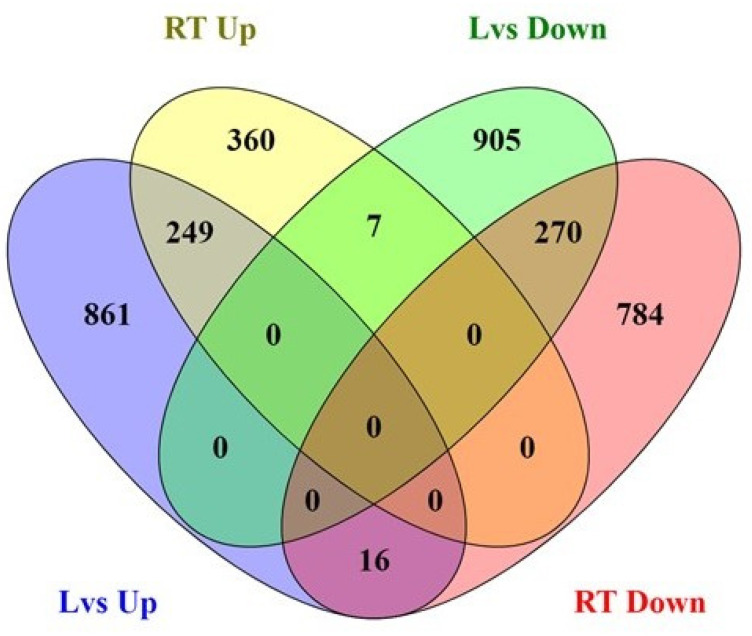
The Venn diagram shows the number of differentially expressed genes (DEGs) in each group and the overlaps between groups. (Lvs Up—Upregulated in leaf; RT Up—Upregulated in root; Lvs Down—Downregulated in leaf and RT Down—Downregulated in root). The number in the circle represents the total number of DEGs, and the overlap represents the DEGs in common.

**Figure 3:**
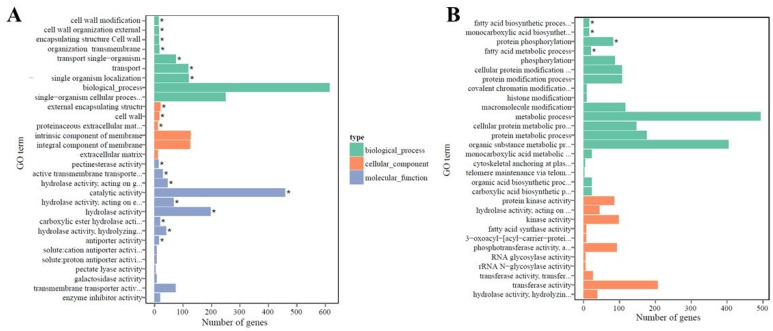
GO enrichment bar chart of DEGs: Gene Ontology (GO) of (**A**) upregulated and (**B**) downregulated differentially expressed genes (DEGs) in PI 175311 leaf tissue. The *y*-axis represents the enriched GO term, *x*-axis represents the number of DEGs enriched in the listed term. Colors represent different GO types: biological process, cellular component and molecular function. * GO with corrected *p*-value < 0.05 significantly enriched in DEGs.

**Figure 4:**
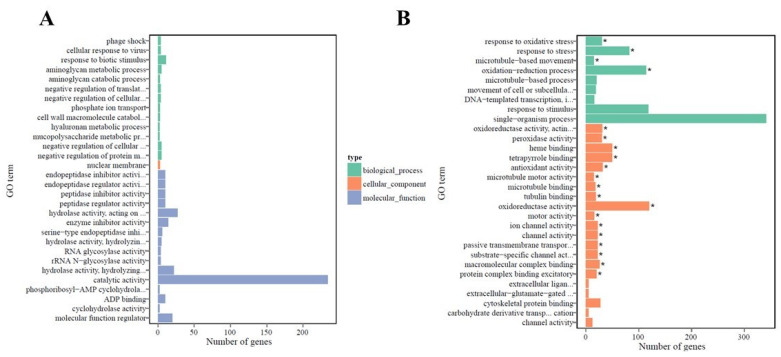
GO enrichment bar chart of DEGs: Gene Ontology (GO) of (**A**) upregulated and (**B**) downregulated differentially expressed genes (DEGs) in PI 175311 root tissue. The *y*-axis represents the enriched GO term, *x*-axis represents the number of DEGs enriched in the listed term. Colors represent different GO types: biological process, cellular component and molecular function. * GO with corrected *p*-value < 0.05 significantly enriched in DEGs.

**Figure 5:**
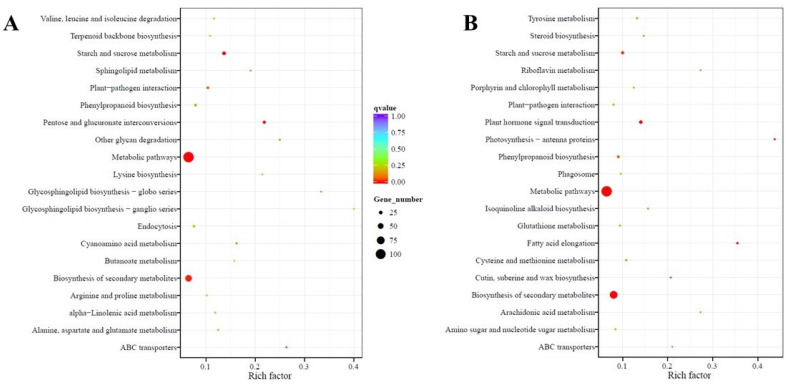
Statistics of pathway enrichment: The KEGG enrichment scatter plot analysis shows enriched pathways for (**A**) up and (**B**) downregulated differentially expressed genes (DEGs) in leaf tissue of PI 175311. The Rich factor is the ratio of DEGs in this pathway term to all gene numbers annotated in this pathway term. A q-value is the corrected *p*-value ranging from 0 to 1, and a lower value indicates greater pathway enrichment. The pathway names are shown on the *y*-axis, rich factor on the *x*-axis, size of the point represents the number of DEGs, and the color of the dot represents the q-value.

**Figure 6:**
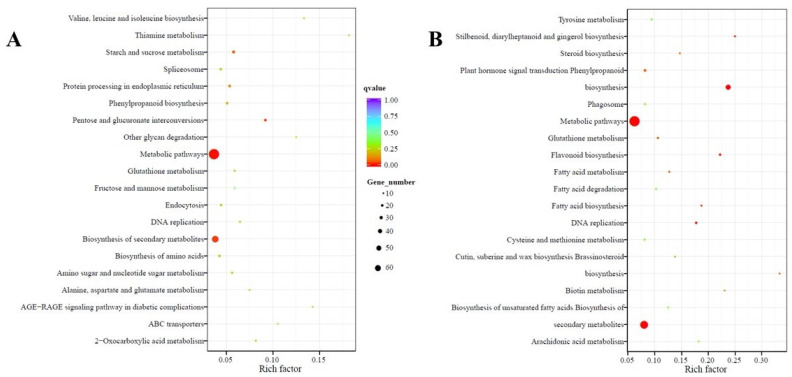
Statistics of pathway enrichment. The KEGG enrichment scatter plot analysis shows enriched pathways for (**A**) up and (**B**) downregulated differentially expressed genes (DEGs) in root tissue of PI 175311. The Rich factor is the ratio of DEGs in this pathway term to all gene numbers annotated in this pathway term. A q-value is the corrected *p*-value ranging from 0 to 1, and a lower value indicates greater pathway enrichment. The pathway names are shown on the *y*-axis, rich factor on the *x*-axis, size of the point represents the number of DEGs, and the color of the dot represents the q-value.

**Figure 7:**
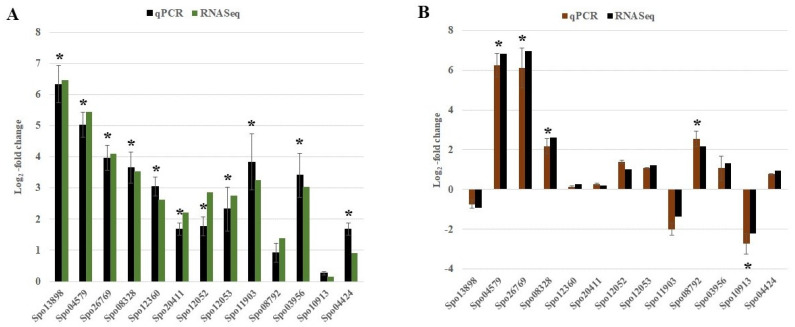
Fold changes (Log2) in the gene expression by qPCR and RNA-Seq analysis. Fold change (Log2) in the expression profiles of selected genes (including genes involved in the oxalate pathway) in (**A**) leaf and (**B**) root tissues of PI 175311. The error bars are the mean ± SE (*n* = 3); asterisks (*) represent significant differences between genotypes (*p* < 0.05) for qPCR analysis.

**Table 1:** Oxalate content (mg/100 g) in leaves and roots of PI 175311 and Bloomsdale (*n* = 5; Mean ± Std Error).

	Fresh wt			Dry Wt.		
Tissue	PI 175311	Bloomsdale	*p*-Value	PI 175311	Bloomsdale	*p*-Value
Leaves	1312.9 ± 85.0	785.5 ± 89.2	0.0037	104.4 ± 5.7	54.4 ± 3.1	0.0287
Roots	450.0 ± 11.5	287.1 ± 33.3	0.0347	40.2 ± 3.0	20.8 ± 2.6	0.0347

## Data Availability

The RNA-sequencing data are available from the GEO (https://www.ncbi.nlm.nih.gov/geo, accessed on 10 May 2021) database (Series GSE146711).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22105294/s1.

How the deposited data were processed for this re-analysis (not part of the article)

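Libraries from leaf laminae and roots of PI 175311 and Bloomsdale were compared, 3 for each genotype and tissue, named here by genotype, tissue and the replicate number of the labels. The values were the authors' FPKM for each gene and library, made as described beside the sentence on the libraries, with the paper and the submitters' notes naming different aligners and counting tools. The sources used here do not state which of them made the deposited values, which annotation lengths were used, or a genome build. The values were not whole numbers, were never negative, and their sums differed between libraries, as FPKM do. A gene's FPKM values in 12 libraries are whole fragment numbers divided by its length and by library totals, and the totals and the fragments of 23588 genes above 0 were solved from this. The smallest whole-number solution of each gene was taken, which may understate the fragments of genes above 0 in few libraries. The fragments were used for depth, for counting intervals, for floors of 3 fragments over a group at 0, for limma-voom and for the patterns of genes on and off in single libraries.

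Genotypes were compared within each tissue with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.1), with a mean-variance trend and robust empirical Bayes, over genes with at least 1 FPKM in at least 3 of the 6 libraries, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. The interaction of genotype and tissue and the comparison of leaf with root came from 1 limma fit over all 12 libraries with 4 groups. Sets of at least 3 genes were tested with limma's fry over their members above 0 in the tissue, whether or not they passed the filter. Fry asks whether a set moves on balance one way and its mixed test whether it changes in either direction, and neither compares the set with other genes. The Benjamini-Hochberg method was applied over 12 tests of each kind, 6 sets in 2 tissues, a family chosen after the values were seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the other tests, and matplotlib 3.10.9 for the plots. Values of single libraries were compared between genotypes with exact permutation tests, 2-sided, which cannot go below p = 0.10 with 3 libraries against 3. Overlaps of calls were tested with Fisher's exact test. The test was run on simulated data with known changes before its calls were counted.

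The comparisons, filters, thresholds, alternatives, the 20 genes and their groups were fixed before the data were examined, while limma-voom on the recovered fragments and the log2 ratio of mean FPKM were added after the values were seen. The genes named in the text are every gene whose ID the paper's text or Figure 7 prints, whose directions in the paper were known, and the 2 higher and 2 lower genes with the largest change in each tissue among those called with groups that did not overlap. The alternatives were 1 or 0.01 FPKM added in place of 0.1, no filter, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, 1 fit over all 12 libraries, limma without trend and robust options, replicate number as a block, an added threshold of 1 on the absolute log2 fold change, unadjusted p-values, and each replicate left out in turn.

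The labels give the genotypes the same replicate numbers, and the paper does not state that a number stands for a shared day or place. The deviations of same-numbered PI 175311 and Bloomsdale roots from their group means had correlations across genes of 0.247, 0.216 and 0.273, so the numbers were taken to pair the roots. The main root test, set before the data were examined, was nonetheless unpaired, and the pairing entered only in the alternative with replicate number as a block. That alternative kept 1846 of the 2299 root calls. In leaf these correlations were 0.056, -0.203 and -0.198, and the numbers were not taken to pair the leaves. Same-numbered leaf and root libraries had correlations of 0.044, -0.210 and -0.202 in PI 175311 and -0.152, 0.283 and 0.342 in Bloomsdale, so a number was not taken to stand for 1 plant. Some libraries of different numbers deviated together as strongly, with correlations of 0.360 for Bloomsdale leaf 2 and root 1, 0.299 for Bloomsdale leaf 1 and root 3 and 0.309 for PI 175311 leaf 2 and root 3, and of -0.460 for Bloomsdale leaf 2 and root 3.

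Lists of gene families by description, planned as well, were not made, because none of the gene IDs was found among the 39719 genes of the reference table used here. The families of transcription factors, gene ontology terms, pathways, and the genes of the paper for which it prints no ID, among them the glycolate oxidases, the oxalate oxidases and the other oxaloacetate acetylhydrolases, were therefore not analysed here, and neither were the RT-qPCR values, the oxalate contents and the raw reads.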

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

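The tests of explanations and the counts over other splits of the libraries in this part were chosen after the results they measure had been seen.

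Over all 12 libraries, the genotype difference itself differed between leaf and root for 442 of 19549 genes (limma, Benjamini-Hochberg adjusted p under 0.05). In 171 of them it was larger in size in leaf and in 271 in root, in 304 the signs were opposite, and in 54 the log2 fold change was 0 in 1 of the tissues. Opposite signs are favoured by choosing genes on this difference, and some of these genes were close to 0 in 1 tissue. In the tests within each tissue, 12 genes were called higher in leaf and lower in root, and 3 the other way. Of 100 splits that regrouped the libraries, the real one gave the highest count, the highest other being 260. The other splits mix the genotypes, so they also break up a genotype difference shared by both tissues. They therefore cannot test the interaction by itself. The count depended on the value added before the logarithm, with 942 genes at 1 FPKM added and 229 at 0.01, and was 130 with each genotype and replicate number as a block, 184, 183, 128 and 187 without PI 175311 leaf replicates 1 and 3 and Bloomsdale leaf replicates 1 and 3, 800 without Bloomsdale leaf replicate 2, and 86 and 74 without Bloomsdale root replicates 1 and 2. That block ties same-numbered leaf and root libraries, which were not taken to come from 1 plant. Neither the fit nor the splits paired the same-numbered roots of the genotypes. Among the genes named by the paper, ICL (Spo13898) had a leaf minus root difference of 3.56 and Spo10913 of 2.41 (standard error 0.43, limma's Benjamini-Hochberg adjusted p = 0.0215 for the difference, range over the alternatives 0.00965 to 0.0791). Spo10913 fell in PI 175311 roots and had a leaf log2 fold change of -0.0039 (standard error 0.34, limma's Benjamini-Hochberg adjusted p = 0.996). The difference of Spo10913 did not pass without Bloomsdale leaf replicates 1 or 3 (0.0563 and 0.0543) or Bloomsdale root replicates 1 or 2 (0.0710 and 0.0791).

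A group of 33 genes, which the paper does not report, was on in some Bloomsdale libraries and off in others, where on means at least 30 fragments and off at most 1. They were on in Bloomsdale leaves 1 and 3 and root 3, with 3898, 3897 and 3816 fragments in all, and off in leaf 2 and roots 1 and 2, with 3, 3 and 2. The tables argue against RNA of PI 175311 in root 3, since 38 genes expressed in every PI 175311 root and absent from Bloomsdale roots 1 and 2 had a median level in root 3 of 0.783% of that in PI 175311 and a summed level of 9.33%, or 1.84% without the 11 of them that belong to the 33, where the 27 of the 33 genes above 0 in PI 175311 roots had a median of 81.5% and 5 of the 33 had 0 fragments in every PI 175311 library. They also argue against leaf RNA in root 3, where 208 leaf-predominant genes, chosen without that library, had a median of 0.182% of their leaf level and the 33 genes stood at 102%. Of 51 genes on in leaves 1 and 3 and off in leaf 2, 43 were on in root 3 and 2 in root 1. Conversely, 38 genes were on in leaf 2 and off in leaves 1 and 3, and 24 of them were on in roots 1 and 2 and stood in root 3 at a median of 0.303 times the mean of roots 1 and 2 (0.148 to 0.423), so root 3 was not like leaves 1 and 3 for these genes. Across genes, the deviations from the group means of root 3 had correlations of 0.299 and 0.342 with those of leaves 1 and 3 and of -0.460 with those of leaf 2. Inherited differences among Bloomsdale plants, and a wrong label on a Bloomsdale library, may each give such a pattern and stay open, as neither was tested.

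In PI 175311, 61 genes that the paper does not report were on in root 1 and off in the other 5 PI 175311 libraries, with a median of 81 fragments in root 1, and 20 of them were off in every Bloomsdale library. The fragments of genes above 0 in few libraries are the smallest whole-number solution and may be understated.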

How the results depend on the processing

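In limits of depth, genes at a few fragments, ICL in leaf and the glyoxylate reductase-like genes among them, have fold changes set by the value added before the logarithm. Many calls changed when 1 library was left out, where the fit is smaller and the filter can drop genes on in 1 genotype alone. How much of this the values of single libraries account for was not tested, nor was the cause of any other change listed here. For the genes named by the paper, 1080 values under alternatives were computed, of which 951 kept their direction and their side of the threshold, 51 lost and 23 gained a call with the same direction, and 51 changed sign, while 4 values with no test moved by more than their spread. Genes below the filter have no test and were counted as not called. Alternatives that change only the filter, the spread or the threshold leave the log2 fold change as it is. The 951 values thus overstate how stable these results are. Of 272 counts and levels, 158 stayed within the bounds set for them and 114 moved. The comparison of leaf with root stayed within 1.5 times its count in the alternatives run for it, which were 1 or 0.01 FPKM added, no filter, median-of-ratios scaling, the replicate block and each of the 12 libraries left out. That scaling was done within each tissue, so no alternative changed the scaling between leaf and root, and its effect on this count was not tested. A mean of at least 5 FPKM tests fewer genes and gave 988 calls in leaf (402 higher, 586 lower), 211 shared genes (75 higher and 136 lower in both) and 8 opposite calls. Unadjusted p-values gave 4558 leaf calls (1500 and 3058), 6053 root calls (1279 and 4774), 1704 shared genes (413 and 1291), 147 opposite calls and 6 of the paper's genes in root. Quantile normalization gave 1026 higher leaf genes, 1503 root calls, 768 lower root genes and 157 genes lower in both, and turned the sign of Spo10913 in leaf (0.13) and, in root, of Spo12360 (0.19), Spo12052 (0.22), Spo12053 (0.16), Spo06441 (0.51) and Spo11903 (0.39). Median-of-ratios scaling gave 1446 root calls, 759 lower root genes and 148 genes lower in both, and turned Spo10913 in leaf (0.12) and Spo12360 (0.21) and Spo12053 (0.019) in root. Limma-voom, chosen after the values were seen, gave 1460 root calls, 823 lower root genes and 161 genes lower in both, and turned Spo10913 in leaf (0.13) and Spo12360 (0.21), Spo12052 (0.083) and Spo12053 (0.12) in root. With all 12 libraries in one fit there were 1692 lower leaf genes, 810 shared genes (246 and 564), 43 opposite calls and 4 called genes of the paper in root. With 1 FPKM added there were 26 opposite calls, 942 interaction genes and a leaf-root correlation of 0.551, and Spo06441 in leaf (-0.0014), Spo10913 in leaf (0.0026) and Spo12053 in root (0.0030) changed sign, and with 0.01 added there were 229 interaction genes. With replicate number as a block there were 36 opposite calls, 130 interaction genes and 4 called genes of the paper in root, 2013 calls in leaf and 2668 in root, and apart from Spo19759 and Spo08792 in root and the interaction of ICL the block changed no other call of the named genes. With the block in limma's fry, chosen after the values were seen, no adjusted call of a set changed in root, and in leaf, where the numbers do not pair the libraries, no set passed one way and the mixed test was lost for the 20 genes and for the genes of Figure 7 without a function. Without the filter, and with limma's eBayes without trend and robust options, 1 of the paper's genes was called in root. The log2 ratio of mean FPKM, chosen after the values were seen, turned Spo06441 (-0.013) and Spo10913 (0.070) in leaf and Spo12360 (0.0069), Spo12052 (0.79), Spo12053 (1.00) and Spo20411 (-0.035) in root. The lowest correlation within a group was 0.890 with 0.1 added and the filter, the difference in genes detected in root was -388 at 0.3 FPKM, 54, 37 and 12 genes were exclusive to a genotype in leaf, root and both at 5 FPKM, and the genotype difference in root-predominant genes in leaf was -0.030 percentage points by the looser rule. Leaving out each replicate in turn gave 643 to 1950 leaf calls (161 to 996 higher, 240 to 1427 lower), 139 to 2179 root calls (97 to 406 higher, 42 to 1773 lower), 61 to 351 shared genes (18 to 103 higher and 5 to 296 lower in both), 0 to 29 opposite calls, 74 to 800 interaction genes, 4 to 7 of the paper's genes called in leaf and 1 to 3 in root, and a leaf-root correlation of 0.513 to 0.599. Over the same fits, log2 fold changes ranged in leaf from -0.020 to 0.71 for OXAC2 (Spo21624), -0.12 to 0.16 for Spo06441 and -0.35 to 0.26 for Spo10913. In root they ranged from -0.27 to 0.17 for Spo12360, -1.46 to 0.61 for Spo12052, -1.56 to 0.79 for Spo12053, -0.27 to 0.22 for Spo20411 and -1.00 to 0.96 for Spo03956. The difference between leaf and root averaged over the genotypes, not that of the genotype effect, ranged from -1.46 to 0.97 for Spo04579, -1.24 to 0.40 for Spo00830 and -1.12 to 0.10 for Spo26769.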

Differences from the paper's values

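The paper reports 1126 upregulated leaf genes, where 678 were found here at the same adjusted p threshold with another test. Of the alternatives set before the data were examined, those with 1 FPKM added (791), no filter (815), median-of-ratios scaling (969), quantile normalization (1026), all 12 libraries in one fit (830), unadjusted p-values (1500) and without Bloomsdale replicate 2 (996) were within 1.5 times the paper's count, and the others were not. The paper reports 861 genes upregulated in leaf alone, against 504 here. It was within 1.5 times with 1 added (588), no filter (604), median-of-ratios scaling (739), quantile normalization (787), unadjusted p-values (999) and without Bloomsdale replicate 2 (940), and not with the other alternatives. Limma-voom on the recovered fragments, chosen after the values were seen, gave 986 and 771 for these counts, and of the paper's genes called here it dropped APX in root.

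For root, the paper reports 1070 downregulated genes, against 1765 here. With 0.01 added (1593), no filter (1583), a mean of at least 5 FPKM (1265), median-of-ratios scaling (759), quantile normalization (768), limma's eBayes without trend and robust options (1496), an added threshold of 1 on the log2 fold change (1224) and without PI 175311 replicate 1 (811) the count was within 1.5 times the paper's, and with the others set in advance it was not. Genes downregulated in root alone number 784 in the paper and 1474 here, and the alternatives set in advance within 1.5 times were a mean of at least 5 FPKM (1123), median-of-ratios scaling (600), quantile normalization (599), the added threshold of 1 (973) and without PI 175311 replicate 1 (621). Limma-voom, chosen after the values were seen and dropping APX in root as stated, gave 823 and 648. In the paper's Venn diagram about 250 genes were upregulated in both tissues (Figure 2, read by eye), against 162 here, and the count was within 1.5 times with 1 added (183), no filter (195), median-of-ratios scaling (219), quantile normalization (227), all 12 libraries in one fit (246) and the replicate block (195), as well as with limma-voom (201), and not with the other alternatives. About 7 genes went down in leaf and up in root (Figure 2, read by eye), against 3 here, and 1 added (6), quantile normalization (5) and all 12 libraries in one fit (9) were within 1.5 times, and the other alternatives were not.

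For ICL in leaf, the paper's text gives a log2 fold change of 6 and its Figure 7 about 6.5, read by eye, against 2.56 here, where no alternative set in advance reached either value, the nearest being 5.20 with 0.01 FPKM added. The log2 ratio of mean FPKM, chosen after the values were seen, gave 6.46, and as it carries no test it calls none of the paper's genes. For AAE3 the paper gives an adjusted p of 0.07 without naming the tissue, against 0.141 in leaf here, while root, at 0.0823, was within 1.5 times. In leaf, median-of-ratios scaling (0.0996), quantile normalization (0.0949), all 12 libraries in one fit (0.0896) and the fits without PI 175311 replicate 2 (0.0903) and without Bloomsdale replicate 2 (0.0844) were within 1.5 times, as was limma-voom (0.0952), and the other alternatives were not.

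Figure 7 gives 26 RNA-Seq fold changes, read by eye. A value was taken to differ where its sign was opposite or where it was further from the paper's than the SD within the groups on the log2 scale. By this rule 8 differed from the values here and 22 had the same sign, and quantile normalization left 4 that differed. In 4 of the 8, Spo10913 in leaf and Spo12360, Spo12052 and Spo12053 in root, the sign alone differed and the gap was within that SD. Besides ICL, these were the following. For Spo11903 the paper's values were about 3.2 in leaf and about -1.4 in root (Figure 7, read by eye), against 2.09 and -0.73 here, and those with 0.01 added (3.48 and -1.78) and without PI 175311 replicate 2 (2.54 and -0.93) did not differ, nor did the root value without Bloomsdale replicate 1 (-0.97), while the others set in advance did. For Spo10913 in leaf the paper's value was about 0.16 (Figure 7, read by eye), against -0.0039 here, and 1 added (0.0026), median-of-ratios scaling (0.12), quantile normalization (0.13) and the fits without PI 175311 replicate 2 or 3 (0.083 and 0.26) and Bloomsdale replicate 1 or 2 (0.081 and 0.086) did not differ, while the others set in advance did. For Spo26769 in root it was about 7.0 (Figure 7, read by eye), against 3.22 here, and only 0.01 added (5.57) did not differ among those set in advance. For Spo12360 in root it was about 0.3 (Figure 7, read by eye), against -0.026 here, and median-of-ratios scaling (0.21), quantile normalization (0.19) and the fits without PI 175311 replicate 1 or 2 (0.019 and 0.17) and Bloomsdale replicate 2 or 3 (0.030 and 0.062) did not differ, while the others did. For the ascorbate oxidases in root, the paper's values were about 1.0 for Spo12052 and about 1.2 for Spo12053 (Figure 7, read by eye), against -0.23 and -0.21 here. Quantile normalization (0.22 and 0.16) and the fits without PI 175311 replicate 2 (0.16 and 0.15), PI 175311 replicate 3 (0.61 and 0.79) and Bloomsdale replicate 1 (0.068 and 0.14) did not differ for either, nor, for Spo12053, did 1 added (0.0030) and median-of-ratios scaling (0.019), while the others did. The log2 ratio of mean FPKM, chosen after the values were seen, left 1 of 23 values differing, and limma-voom, likewise, none of the 18 values that it gave, with the root call of APX dropped.

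The paper counts the 3 glyoxylate reductase-like genes, the acyl-coenzyme A oxidase Spo01759 in leaf and OXAC2 in root among its upregulated genes, and here none of them was called, although each was higher on average in PI 175311. No setting that tested the glyoxylate reductase-like genes called them at an adjusted p under 0.05, while without the filter their unadjusted values were under 0.05 for all 3 in leaf and for Spo04579 and Spo26769 in root. Spo01759 was called without Bloomsdale replicate 2 and at an unadjusted p under 0.05, and OXAC2 with all 12 libraries in one fit, without Bloomsdale replicate 3 and at an unadjusted p under 0.05. The paper also calls ICL in leaf upregulated, and here it was called without the filter and with all 12 libraries in one fit, while it was below the filter otherwise. MFP2, Spo12360, APX and both ascorbate oxidases, which the paper states as upregulated in leaf, were called here too. The paper describes higher and lower genes in leaf as similar in number, and here 678 and 1020 were called, while median-of-ratios scaling gave 969 and 845.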

Other observations

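The tests of explanations in this part and the counts over other splits of the libraries were chosen after the results they measure had been seen.

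In the values as deposited, leaf and root differed for most genes, with 3427 genes higher in leaf and 11479 higher in root among 19549 tested over all 12 libraries (limma, Benjamini-Hochberg adjusted p under 0.05). The 100 most abundant genes held at least 45.5% of total FPKM in every leaf library and at most 42.4% in every root library. The median of log2(FPKM + 1) was at most 2.43 in the leaf libraries and at least 2.55 in the root libraries. The tissues were not scaled to each other. How far this sets the excess of genes higher in root, or the smaller differences of single genes given below, was not tested. Of the genes that the paper names, both ascorbate oxidases were higher in leaf, Spo12052 by 2.77 on the log2 scale (standard error 0.62, limma's Benjamini-Hochberg adjusted p = 0.00184) and Spo12053 by 2.84. The OXDC-like gene Spo19759 was higher in leaf by 2.00 (standard error 0.19, limma's Benjamini-Hochberg adjusted p = 3.76e-06), while the OXDC-like gene Spo25084 was higher in root, with a leaf minus root difference of -1.16 (standard error 0.15, limma's Benjamini-Hochberg adjusted p = 3.29e-05). Spo20411, Spo08792 and Spo10913 were higher in root, with differences of -4.74, -2.41 and -1.76, and Spo03956 was higher in leaf (limma, Benjamini-Hochberg adjusted p = 0.00230). APX and AAE3 did not differ between the tissues by this test, with differences of 0.66 and -0.16 (limma, Benjamini-Hochberg adjusted p of 0.161 and 0.489). In a fit with the tissues as 2 groups, leaf against root gave 13657 genes, the highest of 100 splits, the highest other being 661, so chance was excluded at the share of 0.05 used here.

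Genes predominant in 1 organ were compared between the genotypes in the other organ. Their level there is bounded by the rule that chose them. Leaf-predominant genes, with at least 50 FPKM and 50 times the root mean, held 13.3 to 35.3% of total FPKM in leaves and 0.146 ± 0.144% in PI 175311 roots against 0.100 ± 0.022% in Bloomsdale roots (SD, n = 3; exact permutation test, p = 1.0). The 215 root-predominant genes held 10.6 to 15.3% in roots and 0.0240 ± 0.0038% in PI 175311 leaves against 0.0277 ± 0.0097% in Bloomsdale leaves (SD, n = 3; exact permutation test, p = 0.70). With the genes chosen without the library measured, a rule set after the values were seen, leaf-predominant genes had in roots at most 1.44% of their share in leaves, reached in PI 175311 root 1, and root-predominant genes had in leaves at most 0.391% of their share in roots, reached in Bloomsdale leaf 2.

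Of the 10 ways to split the 6 leaf libraries into groups of 3, the real one gave 1698 calls and the highest other 0, and for the roots these numbers were 2299 and 1, with at most 1 in the 3 other splits that, like the real one, part the same-numbered roots, and 10 splits are too few for a share under 0.05. For the genes called in the same direction in both tissues, the real grouping gave 441 and the highest other of 100 regroupings 1. This cannot decide whether the leaf and root calls overlap beyond chance. The other splits of each tissue called at most 1 gene, so their lists had almost nothing to share.

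In both tissues the balance of higher and lower calls depended on how the libraries were scaled. A few abundant genes taking a larger part of the PI 175311 libraries may account for this, as FPKM divides by the library total, and the 100 most abundant genes held 36.0 ± 3.37% of fragments in PI 175311 leaves and 28.3 ± 6.08% in Bloomsdale leaves (SD, n = 3; exact permutation test, p = 0.20), and 21.5 ± 5.90% in PI 175311 roots and 12.4 ± 1.05% in Bloomsdale roots (SD, n = 3; exact permutation test, p = 0.10). With these genes left out of the totals, the median log2 fold change moved from -0.12 to 0.038 in leaf and from -0.23 to -0.066 in root. The size of these shifts is set by the shares just given, so they restate that difference and are not separate support. In root, what remains keeps open whether many genes are lower in PI 175311 roots, so both accounts cannot be told apart there. The difference between the genotypes themselves stays open as untested.

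The 3 glyoxylate reductase-like genes were at 0 in PI 175311 leaf 2 and near 0 in PI 175311 root 3. Low depth is argued against, since at the level of leaves 1 and 3 the genes would have given 104 fragments in leaf 2, where 0 were found, and at the level of roots 1 and 2 they would have given 195 in root 3, where 2 were found. Reads of 1 gene shared among the 3 would keep the genes in 1 ratio in every library, and a permutation test of a fixed ratio over the 4 libraries that hold them gave p = 0.168, so that 1 shared source and 3 genes changing together cannot be told apart. Inherited differences among PI 175311 plants may also give this pattern and were not tested. Across genes, the deviations of PI 175311 leaf 2 and root 3 from their group means had a correlation of 0.309. Another 4 genes were on in PI 175311 leaves 1 and 3 and roots 1 and 2 and off in leaf 2 and root 3.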
